# Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease

**DOI:** 10.7554/eLife.107023

**Published:** 2026-06-26

**Authors:** Jia He, Bo Chen, Weiju Lu, Xiong Wang, Ruoxue Yang, Chengxiang Deng, Xiane Zhu, Keqin Wang, Lang Wang, Cheng Xie, Rui Li, Xiaokang Lu, Ruizhi Yang, Cheng Peng, Canpeng Li, Zhao Shan

**Keywords:** kupffer cells, monocytes-derived macrophages, MASLD, Chi3l1, Mouse

## Abstract

Metabolic dysfunction-associated steatotic liver disease (MASLD) progression involves the replacement of protective embryo-derived Kupffer cells (KCs) by inflammatory monocyte-derived macrophages (MoMFs), yet the regulatory mechanisms remain unclear. Here, we identify chitinase 3-like 1 (Chi3l1/YKL-40) as a critical metabolic regulator of hepatic macrophage fate. We observed high expression of Chi3l1 in both KCs and MoMFs during MASLD development. Genetic deletion of Chi3l1 specifically in KCs significantly exacerbated MASLD severity and metabolic dysfunction, whereas MoMF-specific Chi3l1 deletion showed minimal metabolic effects. Mechanistic studies revealed that this cell type-specific regulation arises from differential metabolic requirements: KCs display elevated glucose metabolism compared to MoMFs. Chi3l1 directly interacts with glucose to inhibit its cellular uptake, thereby selectively protecting glucose-dependent KCs from metabolic stress-induced cell death while having negligible effects on less glucose-dependent MoMFs. These findings uncover a novel Chi3l1-mediated metabolic checkpoint that preferentially maintains KCs populations through glucose metabolism modulation, providing important new insights into the pathogenesis of MASLD and potential therapeutic strategies targeting macrophage-specific metabolic pathways.

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) has become the most prevalent chronic liver disorder in western populations, affecting approximately 30% of adults and driven by its strong association with obesity and metabolic syndrome (Hardy et al., 2016). The disease spectrum ranges from metabolic dysfunction-associated fatty liver (MAFL) to metabolic dysfunction-associated steatohepatitis (MASH), with the latter characterized by steatosis, inflammation, hepatocyte ballooning, and progressive fibrosis (Eslam et al., 2020). Central to MASLD pathogenesis are hepatic macrophages, particularly the embryo-derived Kupffer cells (KCs) that reside in liver sinusoids (Gomez Perdiguero et al., 2015; Kazankov et al., 2019). These self-renewing resident macrophages (Hashimoto et al., 2013) play crucial roles in lipid homeostasis, as evidenced by studies showing that depletion of CD207^+^ KCs leads to impaired triglyceride storage (Tran et al., 2020). As MASH progresses, dying KCs are progressively replaced by monocyte-derived macrophages (MoMFs) that exhibit heightened inflammatory properties and contribute to liver damage (Daemen et al., 2021; Tran et al., 2020). For example, one study demonstrated that in diet-induced MASH, KCs enhancer landscapes and gene expression profiles are profoundly reprogrammed (including up-regulation of Trem2 and Cd9) and KCs identity is lost, while MoMFs adopt convergent epigenomes, transcriptomes, and functions during macrophage recruitment and adaptation in MASH (Seidman et al., 2020). Another work showed that in MASLD the number of resident KCs declines and MoMFs accumulate; these recruited macrophages include subsets that either mirror homeostatic KCs or resemble lipid-associated macrophages (LAMs) from obese adipose tissue, with the LAM-type expressing osteopontin and localizing to fibrotic zones (Remmerie et al., 2020). Together, these findings highlight that this transition from protective embryo-derived KCs (EmKCs) to monocyte-derived KCs (MoKCs) represents a critical juncture in disease progression, yet the mechanisms regulating this shift remain poorly understood.

A key determinant of macrophage function is cellular metabolism. Macrophages dynamically switch between glycolytic and oxidative phosphorylation pathways to adapt to environmental changes (Green et al., 2014). During MASLD, hepatic macrophages increase their glycolytic activity, which may exacerbate inflammation and tissue damage (Dong et al., 2024; Inomata et al., 2022; Lodge et al., 2024). While glucose metabolism is known to influence macrophage polarization, its specific role in determining hepatic macrophage fate - particularly the balance between KCs and MoMFs - remains unknown. Chitinase 3-like 1 (Chi3l1/YKL-40) has emerged as an important regulator of macrophage biology, promoting cell survival through ERK1/2 and PI3K/Akt pathways while modulating anti-inflammatory cytokines like IL-10 (Dela Cruz et al., 2012; He et al., 2013; Lee et al., 2011; Lee et al., 2009; Zhou et al., 2015). However, its potential role in macrophage metabolic reprogramming, particularly in the context of hepatic glucose metabolism, has not been explored.

In this study, we identify a novel mechanism by which Chi3l1 governs hepatic macrophage fate through metabolic regulation. We demonstrate that Chi3l1 directly interacts with glucose to suppress its uptake in macrophages. Strikingly, this interaction selectively protects glucose-high KCs from cell death in MASLD conditions, while having minimal effect on glucose-low MoMFs. These findings reveal a previously unrecognized Chi3l1-mediated metabolic checkpoint that maintains KC populations, providing new insights into the pathogenesis of MASLD and potential therapeutic strategies.

## Results

### Hepatic macrophages express Chi3l1 and upregulate its expression post HFHC diet

In our previous study, we found that Chi3l1 expressed by hepatic macrophages influences macrophage function during acute liver injury (Shan et al., 2021). Therefore, we sought to determine whether Chi3l1 also plays a role in MASLD and whether its expression in hepatic macrophages is altered in this context. To this end, we first established a mouse model of MASLD by feeding C57BL/6 J wild-type (WT) mice a normal chow diet (NCD) or a high-fat, high-cholesterol (HFHC) diet for 16 weeks. Histological analysis of liver sections using Hematoxylin and Eosin (H&E) and Sirius Red staining revealed marked lipid accumulation without apparent fibrosis (Figure 1—figure supplement 1A). Consistently, western blot analysis showed no upregulation of α-SMA (Figure 1—figure supplement 1B), suggesting that our HFHC model represents an early stage of MASLD.

Next, we performed immunofluorescence staining for Chi3l1 in liver sections using antibodies against TIM4 (a KCs marker), F4/80 (a pan-macrophage marker), and Chi3l1. This confirmed that Chi3l1 is expressed in both KCs (TIM4^+^F4/80^+^ cells) and MoMFs (TIM4^-^F4/80^+^ cells), with elevated expression under HFHC conditions (Figure 1A). To validate the specificity of Chi3l1 staining, we generated *Chi3l1^-/-^* mice and confirmed knockout efficiency by qRT-PCR (Figure 1—figure supplement 2A, B). Immunofluorescence staining for Chi3l1 in liver sections from WT and *Chi3l1^-/-^* mice showed that the anti-Chi3l1 antibody specifically detected Chi3l1 in WT but not *Chi3l1^-/-^* mice, confirming the specificity of the staining (Figure 1B). We next assessed whether Chi3l1 is upregulated by HFHC feeding by measuring its protein levels in isolated KCs and whole liver tissue via western blotting. A marked increase in Chi3l1 expression was observed in both KCs and liver tissue following HFHC diet feeding (Figure 1C and D). Consistently, patients with MAFL or MASH exhibited elevated hepatic Chi3l1 mRNA levels, which correlated with MASLD severity and fibrosis stage (Figure 1E and F). These findings suggest that Chi3l1 is expressed in hepatic macrophages and may contribute to MASLD progression.

**Figure 1.**
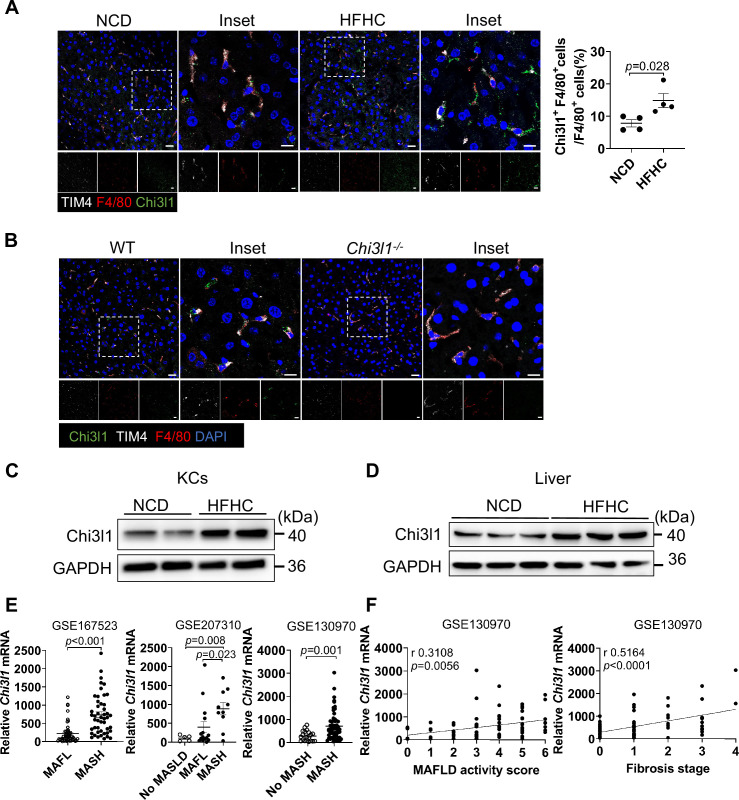
Hepatic macrophages express Chi3l1 and upregulate its expression post high-fat, high-cholesterol (HFHC) diet. (**A**) Immunofluorescent staining of TIM4 (white), F4/80 (red), Chi3l1 (green), and nuclear DAPI (blue) in liver sections of mice fed with either normal chow diet (NCD) or HFHC diet for 16 weeks, illustrating Chi3l1 expression in hepatic macrophages. Scale bar = 20 µm and 10 µm (Inset). Chi3l1^+^ F4/80^+^ cells/F4/80^+^ cells were statistically analyzed. n=4 mice/group. (**B**) Representative immunofluorescence images of liver sections from WT and *Chi3l1^-/-^* mice stained for Chi3l1 (green), F4/80 (macrophages), and TIM4 (Kupffer cells [KCs]). DAPI (blue) marks nuclei. Scale bar = 20 µm and 10 µm (Insets). (**C, D**) Western blot analysis of Chi3l1 in either isolated KCs (**C**) or whole liver tissue (liver, **D**) from mice fed either NCD or HFHC diet. n=2–3 mice/group. (**E**) mRNA expression levels of Chi3l1 in liver tissues of patients with metabolic dysfunction-associated fatty liver (MAFL) or with metabolic dysfunction-associated steatohepatitis (MASH; GEO datasets: GSE167523, GSE207310, GSE130970). No-MAFLD or healthy individuals serve as controls. (**F**) The correlation between mRNA expression levels of *Chi3l1* and MASLD activity score or fibrosis stage was analyzed (GEO datasets: GSE130970). Representative images were shown in A and B. Mann-Whitney test was performed in E. Pearson’s correlation was performed in F. p value and r value are as indicated. Figure 1—source data 1.Numerical data of Figure 1A and E–F. Figure 1—source data 2.PDF file containing original western blots for Figure 1C and D, indicating the relevant bands and treatments. Figure 1—source data 3.Original files for western blot analysis displayed in Figure 1C and D.

**Figure 1—figure supplement 1.**
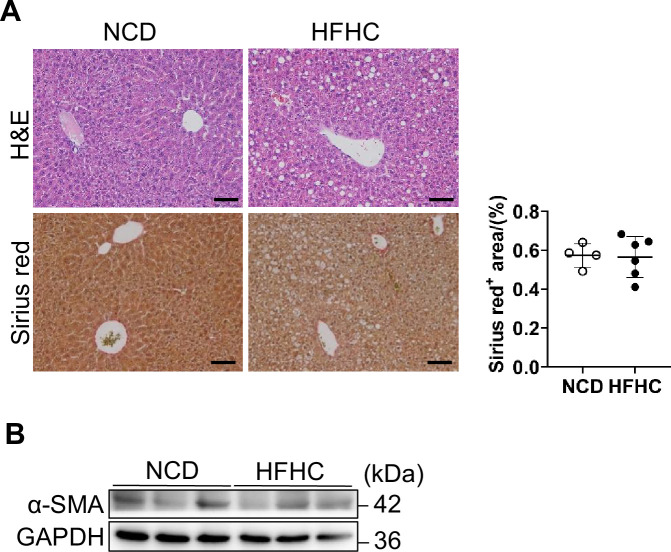
Metabolic dysfunction-associated steatotic liver disease progression in the high-fat, high-cholesterol (HFHC) diet-induced mouse model. (**A**) Representative liver sections from wild-type C57BL/6 J mice fed either a normal chow diet (NCD) or an HFHC diet for 16  weeks. H&E and Sirius Red staining were used to assess lipid deposition, inflammation, and fibrosis. Scale bar: 20  µm. Quantification of Sirius Red–positive area is shown. (**B**) Western blot analysis of α-SMA expression in whole liver lysates from NCD- and HFHC-fed mice (n = 3 mice/group) to evaluate activation of hepatic stellate cells. Figure 1—figure supplement 1—source data 1.Numerical data of Figure 1—figure supplement 1A. Figure 1—figure supplement 1—source data 2.PDF file containing original western blots for Figure 1—figure supplement 1B, indicating the relevant bands and treatments. Figure 1—figure supplement 1—source data 3.Original files for western blot analysis displayed in Figure 1—figure supplement 1B.

**Figure 1—figure supplement 2.**
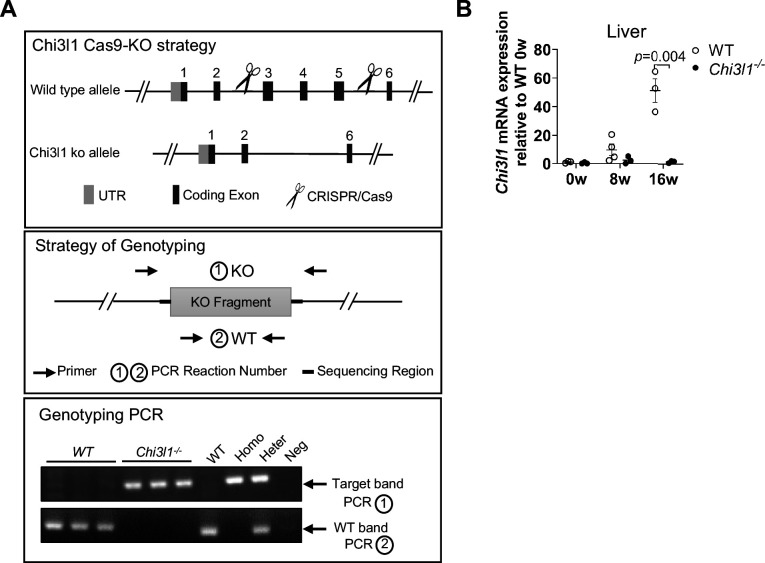
Generation and validation of *Chi3l1^-/-^* mice. (**A**) The construction, genotyping strategy, and genotyping results of *Chi3l1^-/-^* mice. P: positive control; WT: Wild-type; Neg: Blank control (ddH_2_O). (**B**) qRT-PCR analysis of mRNA expression levels of Chil1 in liver tissues of WT and *Chi3l1^-/-^* mice fed with HFHC for 0, 8, and 16 weeks. n=3–4 mice/group. Two-tailed, unpaired student t-test was performed in B. p value is as indicated. Figure 1—figure supplement 2—source data 1.Numerical data of Figure 1—figure supplement 2B.

### Deficiency of Chi3l1 in Kupffer cells promotes insulin resistance and hepatic lipid accumulation

Given that Chi3l1 is highly expressed in hepatic macrophages, we investigated its functional role by generating mice with conditional knockout (cKO) of *Chi3l1* in either KCs or MoMFs. First, we generated Chi3l1-KpKO mice by crossing *Chi3l1^fl/fl^* mice with *Clec4f-cre* mice (Scott et al., 2018), achieving KC-specific deletion of Chi3l1 (Figure 2—figure supplement 1A–C). These mice, along with *Chi3l1^fl/fl^* controls, were fed either a NCD or an HFHC diet. Under NCD feeding, Chi3l1-KpKO and *Chi3l1^fl/fl^* mice displayed comparable phenotypes in terms of body weight gain, hepatic lipid deposition, metabolic parameters, glucose tolerance, and insulin resistance (Figure 2A–F). In contrast, when fed an HFHC diet, Chi3l1-KpKO mice exhibited markedly accelerated weight gain compared to controls (Figure 2A and B). These mice also showed increased hepatic lipid accumulation, as evidenced by H&E and Oil Red O staining at 16 weeks (Figure 2C), along with greater metabolic disturbances, including a higher liver index (liver-to-body weight ratio), elevated serum ALT levels, and increased cholesterol and triglyceride levels in both liver and serum (Figure 2D). Furthermore, Chi3l1-KpKO mice exhibited impaired glucose metabolism, as indicated by worsened glucose tolerance and insulin resistance in IGTT and ITT assays (Figure 2E and F). To exclude potential off-target effects caused by *Clec4f-Cre* insertion, we compared *Clec4f-Cre* and Chi3l1-KpKO mice. The phenotypic differences between *Clec4f-Cre* and Chi3l1-KpKO mice mirrored those observed between *Chi3l1^fl/fl^* and Chi3l1-KpKO mice, with the latter showing faster weight gain, more severe hepatic steatosis, greater metabolic dysregulation, and worsened glucose intolerance and insulin resistance (Figure 2—figure supplement 2A–G).

**Figure 2.**
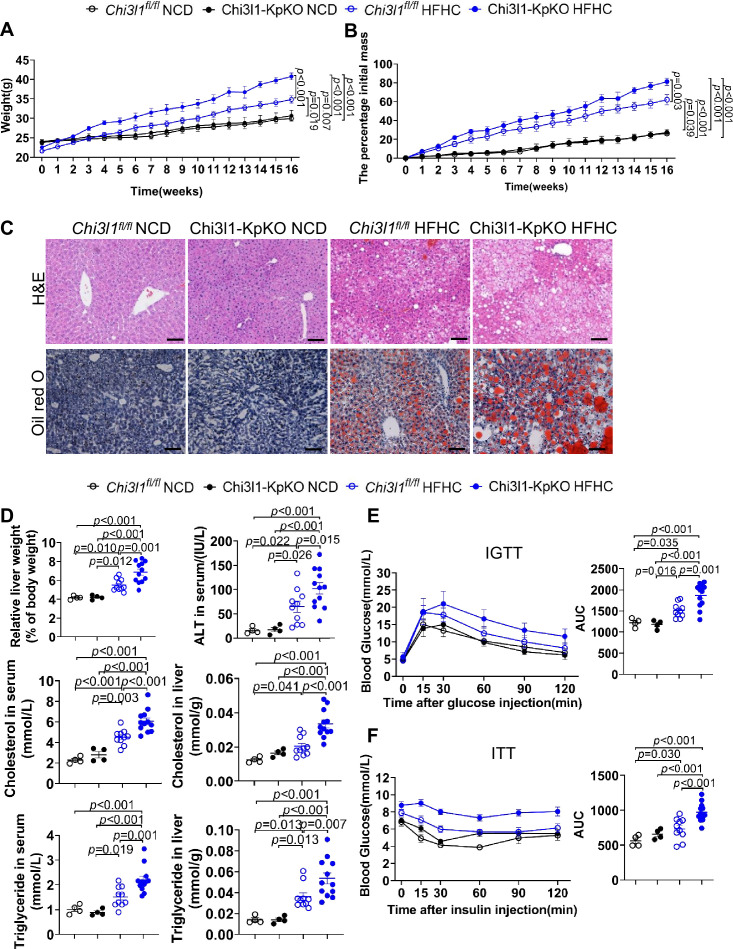
Deficiency of Chi3l1 in Kupffer cells promotes insulin resistance and hepatic lipid accumulation. *Chi3l1^fl/fl^* and Chi3l1-KpKO mice were fed either a normal chow diet (NCD) or a high-fat, high-cholesterol (HFHC) diet for 16 weeks. (**A, B**) Body weight was recorded during HFHC diet feeding (**A**) and expressed as a percentage of initial body mass (**B**). (**C**) H&E (Upper panel) and Oil Red O staining (Lower panel) was performed to examine liver histology and hepatic lipid accumulation in both genotypes after 16 weeks of NCD or HFHC diet. Scale bar = 20 µm. (**D**) Liver index (liver weight/body weight ×100%), ALT levels, and serum and liver cholesterol or triglyceride levels were measured in both genotypes after 16 weeks on NCD or HFHC diets. n=4–12 mice/group. (**E, F**) Intraperitoneal glucose tolerance test (IGTT) and insulin tolerance test (ITT) were performed after 16 weeks of NCD or HFHC feeding in both genotypes (n=4–12 mice per group). Representative images were shown in (**C**). One-way ANOVA was performed in (**A, B, D–F**). p value is as indicated. Figure 2—source data 1.Numerical data of Figure 1A–B and D–F.

**Figure 2—figure supplement 1.**
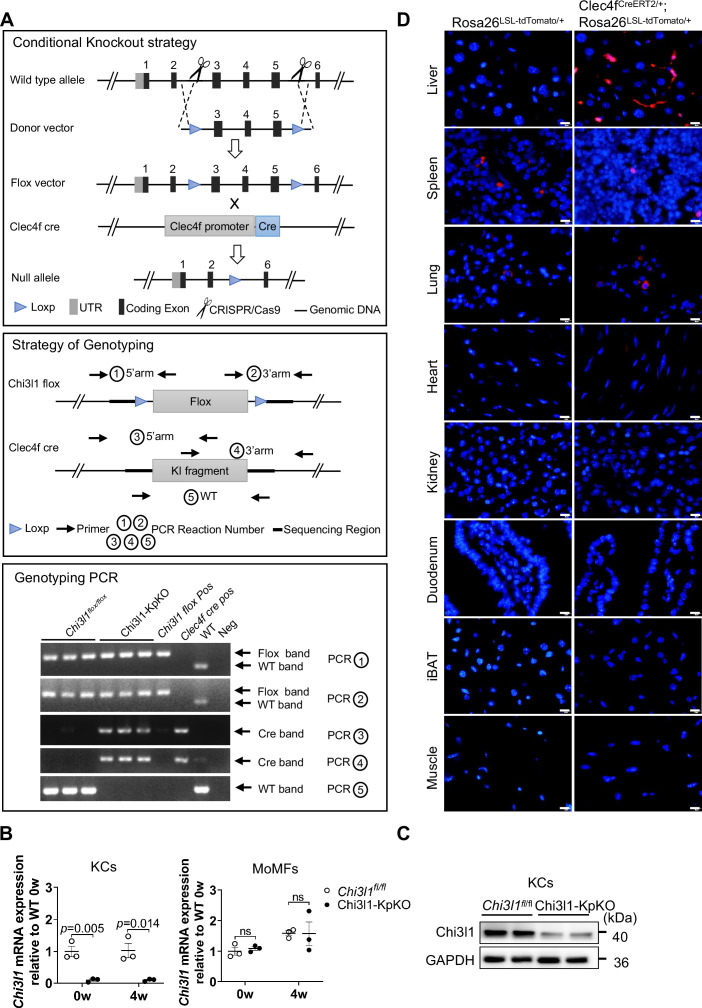
The construction and genotype of Chi3l1-KpKO mice (**A**) The construction, genotyping strategy, and genotyping results of Chi3l1-KpKO mice. P: positive control; WT: Wild-type; Neg: Blank control (ddH_2_O). (**B**) qRT-PCR analysis of mRNA expression levels of Chil1 in KCs (CD45^+^ F4/80^hi^ CD11b^low^ TIM4^hi^) or MoMFs (CD45^+^ F4/80^low^ CD11b^hi^ Ly6G^-^ TIM4^-^) FACS sorted from *Chi3l1^fl/fl^* and Chi3l1-KpKO mice at 0 and 4 weeks post HFHC diet. n=3 mice/group. (**C**) Western blot to detect Chi3l1 expression in isolated KCs of *Chi3l1^fl/fl^* and Chi3l1-KpKO mice. n=2 mice/group. (**D**) The expression specificity of Clec4f was examined in various tissues in Clec4f^CreERT2/+^; Rosa26^LSL-tdTomato/+^ mice, which is generated by crossing Clec4f^CreERT2/+^ with Rosa26^LSL-tdTomato/+^ mice. Figure 2—figure supplement 1—source data 1.Numerical data of Figure 2—figure supplement 1B. Figure 2—figure supplement 1—source data 2.PDF file containing original western blots for Figure 2—figure supplement 1C, indicating the relevant bands and treatments. Figure 2—figure supplement 1—source data 3.Original files for western blot analysis displayed in Figure 2—figure supplement 1C.

**Figure 2—figure supplement 2.**
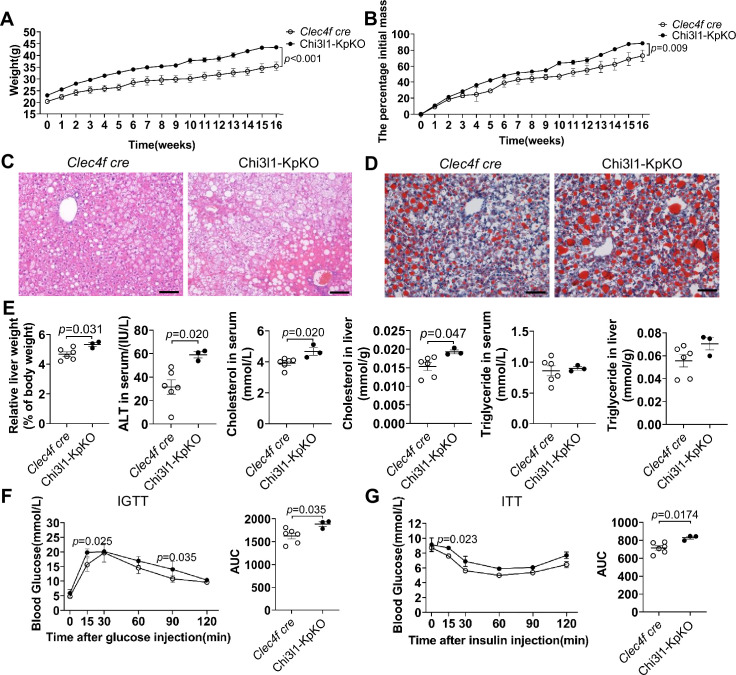
Deficiency of Chi3l1 in Kupffer cells promotes insulin resistance and hepatic lipid accumulation. *Clec4f cre* and Chi3l1-KpKO mice were fed with an HFHC diet for 16 weeks. (**A, B**) Body weight was recorded during HFHC diet feeding (**A**) and expressed as a percentage of initial body mass (**B**). (**C, D**) H&E (**C**) and Oil Red O staining (**D**) was performed to examine liver histology and hepatic lipid accumulation in both genotypes after 16 weeks of HFHC diet. Scale bar = 20 µm. (**E**) Liver index (liver weight/body weight × 100%), ALT levels, and serum and liver cholesterol or triglyceride levels were measured in both genotypes after 16 weeks of HFHC diet. n=3–6 mice/group. (**F&G**) Intraperitoneal glucose tolerance test (IGTT) and insulin tolerance test (ITT) were performed after 16 weeks of HFHC feeding in both genotypes. n=3–6 mice/group. Representative images were shown in C and D. Two-tailed, unpaired Student t-test was performed in A, B, and E–G. p value is as indicated. Figure 2—figure supplement 2—source data 1.Numerical data of Figure 2—figure supplement 2A–B and E-G.

To investigate the role of KCs-derived Chi3l1 in MASH, we first examined its expression in a methionine-choline deficient (MCD) diet model. WT mice fed an MCD diet for 6 weeks showed significantly increased Chi3l1 mRNA and protein levels in whole liver tissues compared to NCD controls, confirming diet-induced upregulation (Figure 3A and B). To assess the functional contribution of KCs-derived Chi3l1, we subjected Chi3l1-KpKO mice along with *Chi3l1^fl/fl^* controls to 6 weeks of MCD diet feeding. Body weight was comparable between genotypes throughout the feeding period (Figure 3C). Histological analysis revealed that loss of Chi3l1 in KCs led to a significant exacerbation of MCD diet-induced hepatic steatosis, inflammation, and fibrosis, as reflected by increased MASLD activity scores, Oil Red O staining, Sirius Red deposition, and α-SMA expression (Figure 3D). Consistent with this histological finding, Chi3l1-KpKO mice exhibited an increased liver index but similar serum ALT levels, reflecting liver weight gain without evidence of enhanced liver injury (Figure 3E). Additionally, these mice showed significant increases in serum and hepatic triglyceride levels, as well as elevated serum cholesterol, whereas hepatic cholesterol is not significantly upregulated compared to controls (Figure 3E). These data demonstrate that loss of Chi3l1 in KCs promotes hepatic steatosis, suggesting a protective role for KC-derived Chi3l1 in MASH pathogenesis.

**Figure 3.**
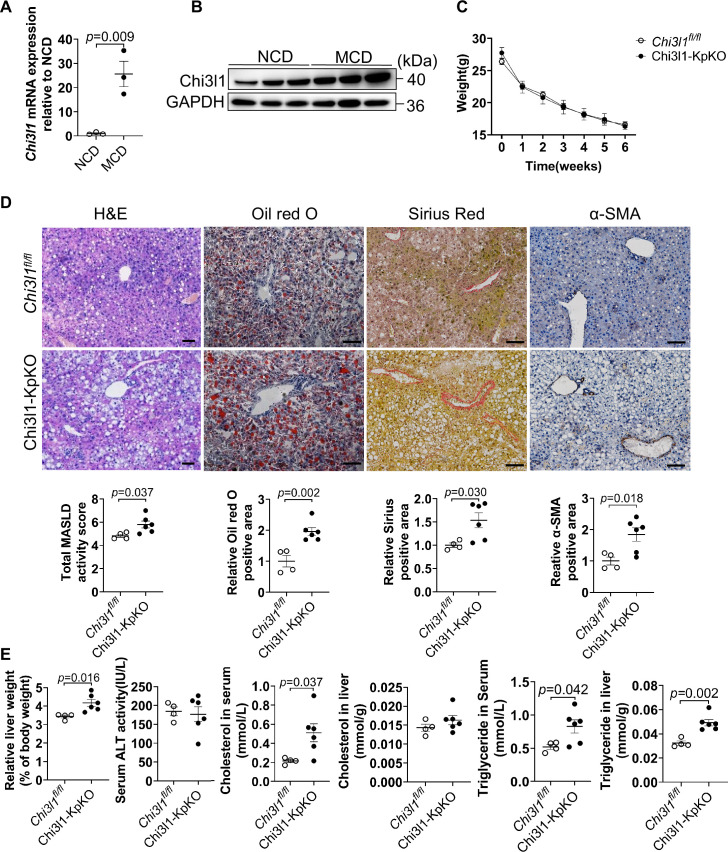
Deficiency of Chi3l1 in Kupffer cells (KCs) promotes liver steatosis and fibrosis in metabolic dysfunction-associated steatohepatitis. Male wild-type C57B/6 J mice were fed with normal chow diet (NCD) or methionine-choline deficient (MCD) diet for 6 weeks (**A–B**). *Chi3l1^fl/fl^* and Chi3l1-KpKO mice were fed with an MCD diet for 6 weeks (**C–E**). (**A, B**) qRT-PCR (**A**) and western blot (**B**) analysis of Chi3l1 expression in whole liver tissues under NCD and MCD diets. n=3 mice/group. (**C**) Body weight of mice with conditional deletion of *Chi3l1* in KCs (Chi3l1-KpKO) and their control mice (*Chi3l1^fl/fl^*) was recorded during MCD diet. (**D**) Histological analyses were performed in liver tissue of Chi3l1-KpKO and *Chi3l1^fl/fl^* fed the MCD diet for 6 weeks. Scale bar = 20 μm. (**E**) Liver index (liver weight/body weight ×100%), ALT levels, and serum and liver cholesterol or triglyceride levels were measured in both genotypes fed the MCD diet for 6 weeks. n=4–6 mice/group. Representative images are shown in D. Two-tailed, unpaired student t-test was performed in A, C, D, and E. p value is as indicated. Figure 3—source data 1.Numerical data of Figure 3A, C–D and E. Figure 3—source data 2.PDF file containing original western blots for Figure 3B, indicating the relevant bands and treatments. Figure 3—source data 3.Original files for western blot analysis displayed in Figure 3B.

**Figure 3—figure supplement 1.**
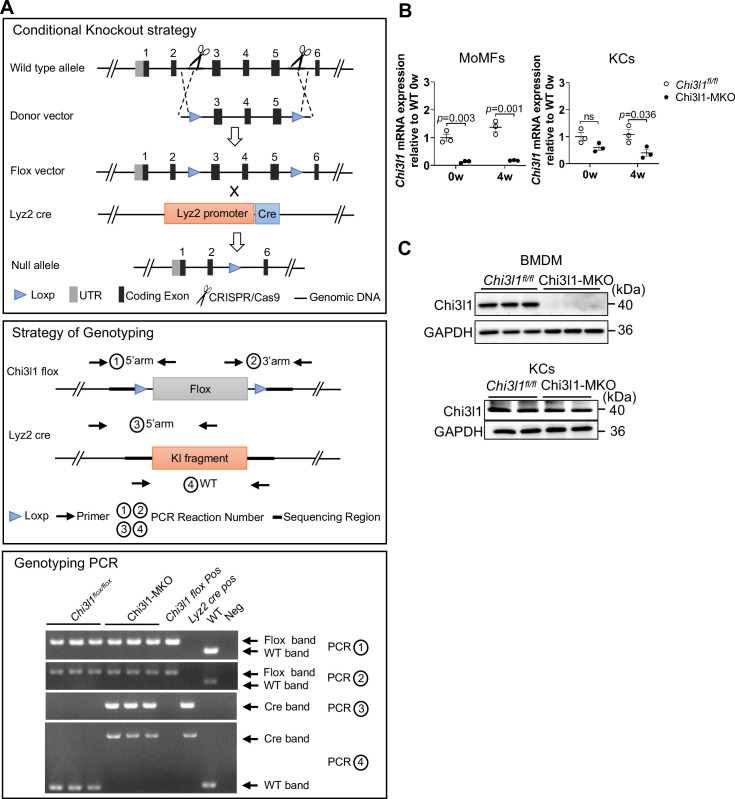
The construction and genotype of Chi3l1-MKO mice. (**A**) The construction, genotyping strategy, and genotyping results of Chi3l1-MKO mice. pos: positive control; WT: Wild-type; Neg: Blank control (ddH_2_O). (**B**) qRT-PCR analysis of mRNA expression levels of Chi3l1 in KCs (CD45^+^ F4/80^hi^ CD11b^low^ TIM4^hi^) or MoMFs (CD45^+^ F4/80^low^ CD11b^hi^ Ly6G^-^ TIM4^-^) FACS sorted from *Chi3l1^fl/fl^* and Chi3l1-MKO mice at 0 and 4 weeks post HFHC diet. n=3 mice/group. (**C**) Western blotting analysis of protein levels of Chi3l1 in bone-marrow-derived macrophage (BMDM) and primary KCs of *Chi3l1^fl/fl^* and Chi3l1-MKO mice. n=2–3 mice/group. Figure 3—figure supplement 1—source data 1.Numerical data of Figure 3—figure supplement 1B. Figure 3—figure supplement 1—source data 2.PDF file containing original western blots for Figure 3—figure supplement 1C, indicating the relevant bands and treatments. Figure 3—figure supplement 1—source data 3.Original files for western blot analysis displayed in Figure 3—figure supplement 1C.

**Figure 3—figure supplement 2.**
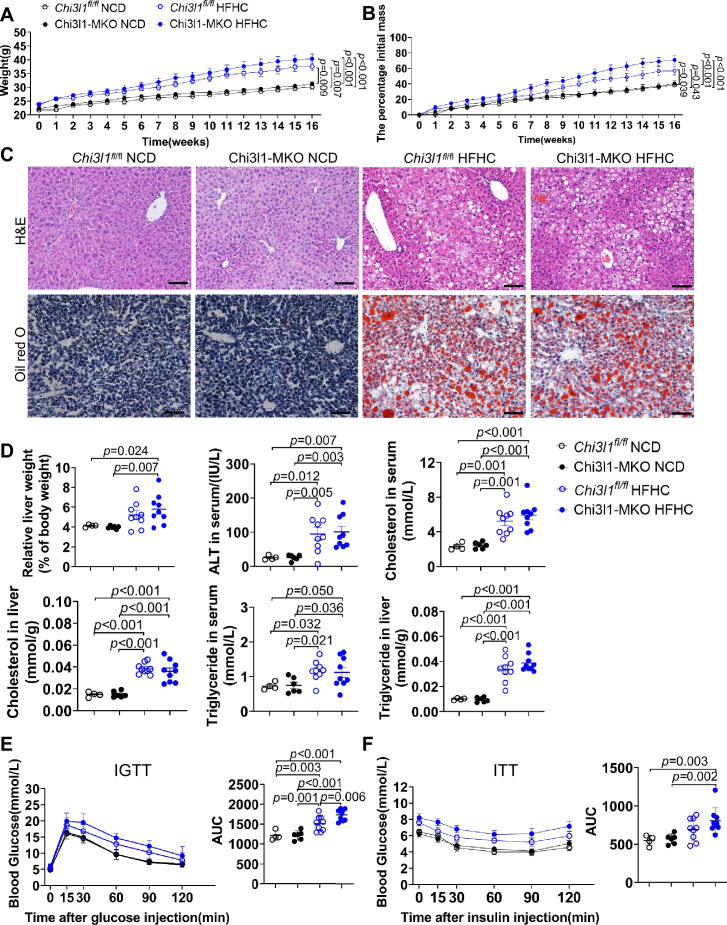
Deficiency of Chi3l1 in monocyte-derived macrophages barely affects insulin resistance and hepatic lipid accumulation. *Chi3l1^fl/fl^* and Chi3l1-MKO mice were fed either a normal chow diet (NCD) or a high-fat, high-cholesterol (HFHC) diet for 16 weeks. (**A, B**) Body weight was recorded during HFHC diet feeding (**A**) and expressed as a percentage of initial body mass (**B**). (**C**) H&E (upper panel) and Oil Red O staining (lower panel) was performed to examine liver histology and hepatic lipid accumulation in both genotypes after 16 weeks of NCD or HFHC diet. Scale bar = 20 µm. (**D**) Liver index (liver weight/body weight ×100%), ALT levels, and serum and liver cholesterol or triglyceride levels were measured in both genotypes after 16 weeks on NCD or HFHC diets. n=4–9 mice/group. (**E, F**) Intraperitoneal glucose tolerance test (IGTT) and insulin tolerance test (ITT) were performed after 16 weeks of NCD or HFHC feeding in both genotypes (n=4–9 mice per group). Representative images were shown in (**C**). One-way ANOVA was performed in (**A, B, D–F**). p values are as indicated.

To assess the role of Chi3l1 in MoMFs, we generated Chi3l1-MKO mice (*Chi3l1^fl/fl^*×*Lyz2-Cre* Scott et al., 2018) and validated Chi3l1 deletion efficiency in MoMFs and bone-marrow-derived macrophage (BMDM; Figure 3—figure supplement 1A–C). Chi3l1 expression was completely abolished in MoMFs from Chi3l1-MKO mice. Considering the partial activity of *Lyz2-Cre* in KCs, we further assessed Chi3l1 expression in KCs isolated from Chi3l1-MKO mice. Only a modest (~40%) reduction in Chi3l1 mRNA and protein levels was observed in KCs, indicating that *Lyz2-Cre*-mediated deletion minimally affects Chi3l1 expression in KCs (Figure 3—figure supplement 1B–C). Chi3l1-MKO and *Chi3l1^fl/fl^* control mice were then fed either a NCD or an HFHC diet. Under both dietary conditions, the two genotypes exhibited comparable phenotypes with respect to body weight gain, hepatic lipid accumulation, metabolic parameters, glucose tolerance, and insulin sensitivity (Figure 3—figure supplement 2A–F). These results indicate that Chi3l1 loss in MoMFs does not substantially impact metabolic regulation.

### ScRNA-seq reveals upregulated glucose metabolism-related transcripts in KCs, correlating with cell death signatures

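Liver non-parenchymal cells (NPCs) were captured as single cells with the BD Rhapsody system, and their whole transcriptomes were sequenced as 1 library for the NCD and 1 library for the HFHC diet. With 1 library per diet, no test between diets was possible, and no p-value, standard error or count of changed genes is given. The HFHC library holds cells of wild-type (WT) and Chi3l1-/- mice together with no genotype for each cell, and is called the HFHC pool. The NCD library was identified by elimination. The paper gives its diet as NCD for 16 weeks, its sample title names MCD, its header names the library APAP0h, and nothing in its values states a diet. Diet, capture and library cannot be told apart in these 2 libraries.
The authors counted unique molecular identifiers (UMIs) per gene and cell with the BD Rhapsody pipeline on the mouse genome build GRCm38, and the counts used here are neither filtered nor normalized. The NCD library held 53720863 UMIs in 30734 cells, with a median of 572 genes per cell. The HFHC pool held 71981673 UMIs in 21601 cells, with a median of 855 genes per cell. Cells were kept with 200 to 4000 genes and a mitochondrial share of UMIs of at most 25%, as the methods state. Both libraries were normalized with SCTransform on 4000 variable genes, integrated by reciprocal PCA and clustered at a resolution of 0.8. Clusters of monocytes and macrophages were taken out, integrated again and clustered at 0.5.
Clusters were named only from marker genes fixed before the data were examined, whereas the score a cluster needed for a name was set after its clusters were seen. The names Kupffer cells (KCs), monocyte-derived macrophages (MoMFs) and monocytes therefore stand for KC-like, MoMF-like and monocyte-like cells. Clusters in which markers of another cell type scored at least 2 (log2) were called mixed and left out. This took 16.2% of the monocyte and macrophage cells of the NCD library and 10.6% of those of the HFHC pool. A KC cluster of 123 NCD cells and 7 cells of the pool, with a hepatocyte score of 1.42, was kept.
Levels are UMIs summed over the cells of a class and scaled to the total of that class (CPM). Ratios are log2 ratios of CPM with 1 UMI added, over genes with at least 100 UMIs in the 2 groups together. A gene list is given by the median ratio of its genes and by the percentile of that median among 10000 random lists matched on expression. All intervals are exact 95% intervals and cover counting error only.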

To dissect the distinct metabolic and functional profiles between KCs and MoMFs during MASLD progression, we performed BD Rhapsody single-cell RNA sequencing (scRNA-seq) on liver non-parenchymal cells (NPCs) from mice fed a NCD or an HFHC diet for 16 weeks. After quality control and filtration, we retained 23,312 cells from NCD livers and 6567 cells from HFHC livers for downstream analysis. 

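In the NCD library, 6266 cells had fewer than 200 genes, 68 had more than 4000 genes and 2638 exceeded the mitochondrial limit, which left 23346 cells. The paper's reported number is 23312. Strict limits, the reading chosen after seeing the data from 12 readings of the stated filter, left 23312 cells, as did 1 other of them. In the HFHC pool, 915 cells had fewer than 200 genes, 814 had more than 4000 genes and 320 exceeded the mitochondrial limit. The 19625 cells left in the pool are of both genotypes, whereas the paper's 6567 cells are of WT mice alone. The kept cells had a median of 1322.5 UMIs in the NCD library and 1622 UMIs in the pool. Their median mitochondrial share was 5.96% in the NCD library and 1.11% in the pool. A mitochondrial limit of 10% moved the number of kept cells most, to 18499 and 17621. Scrublet called 8.18% of the kept cells of the NCD library and 1.93% of those of the pool doublets, and these cells were taken out only as an alternative.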

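Clustering of the kept cells of both libraries gave 28 clusters at a resolution of 0.8. A resolution of 1.0 gave 34 clusters, clustering without integration gave 36, and removal of the called doublets gave 26. By their markers, 5 of the 28 clusters were hepatocyte-like and 3 stayed unnamed. Hepatocyte-like cells made up 15.8% (95% CI 15.3 to 16.3%) of the cells of the NCD library and 45.3% (44.6 to 46.0%) of those of the HFHC pool. Neutrophil-like cells made up 13.9% and 1.77%, T cell-like cells 12.4% and 13.1%, B cell-like cells 6.08% and 4.33%, and endothelial-like cells 11.4% and 3.33%. From 4 clusters, 4146 cells of the NCD library and 1450 of the pool were clustered again, which gave 16 clusters.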

Using a graph-based clustering approach, we identified 32 distinct cell populations, visualized via uniform manifold approximation and projection (UMAP) (Figure 4A). Monocyte/macrophage subsets were further defined based on lineage-specific markers: Monocytes expressed *Ly6c2, Chil3, S100a6, Ccr2, Itgam*, and *Cx3cr1* but lacked macrophage markers. 

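Monocytes formed 3 clusters with 450 cells in the NCD library and 589 in the HFHC pool. Because the classes were named from these markers, the levels describe the classes and test nothing. Ly6c2 was at 1612 CPM (95% CI 1551 to 1675) in NCD monocytes and at 1403 CPM (1365 to 1442) in those of the pool. In MoMFs it was at 16.1 and 21.2 CPM. Chil3 was at 772 CPM in NCD monocytes and at 442 CPM in those of the pool. S100a6 was at 1157 and 1089 CPM, Ccr2 at 1642 and 2288 CPM, Itgam at 442 and 415 CPM, and Cx3cr1 at 543 and 507 CPM.
Of the macrophage markers, Cd68 was at 695 CPM in NCD monocytes and at 766 CPM in those of the pool, and Adgre1 was at 194 and 181 CPM. With each cell thinned to 2000 UMIs, a Cd68 UMI was found in 71.2% (66.3 to 75.7%) of NCD monocytes and in 72.1% (68.3 to 75.8%) of those of the pool. In B cells, which should lack the gene, the shares were 6.19% and 3.78%. Without thinning they were 85.6% and 95.6% in monocytes, with median depths of 3327 and 6087 UMIs, against 3.66% and 5.88% in B cells, with median depths of 1333 and 2643.5 UMIs.
A single monocyte cluster, of 165 NCD cells and 302 cells of the pool, also carried markers of MoMFs. It was led by Ly6i, Lyz1, Cxcl9, Gbp2 and Cxcl10, and its scores were 2.07 for monocytes and 1.59 for MoMFs (log2). Ly6c2 was there at 1351 CPM in NCD cells and 1015 CPM in cells of the pool, against 16.1 and 21.2 CPM in MoMFs. This cluster is called the intermediate cluster, and was counted as MoMFs in an alternative added after seeing the values.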

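KCs formed 4 clusters with 2703 cells in the NCD library and 386 in the HFHC pool. A single one, of 52 NCD cells and 12 cells of the pool, was led by genes of the cell cycle such as Cdk1 and Ube2c. Clec4f was at 6161 CPM (95% CI 6119 to 6203) in NCD KCs and at 4630 CPM (4559 to 4701) in KCs of the pool, and Vsig4 was at 2902 and 2371 CPM. Timd4, the gene of TIM4, was at 794 CPM (779 to 809) and 768 CPM (739 to 797). Cd68 was at 1478 and 1432 CPM, Adgre1 at 1320 and 1108 CPM, and Clec1b at 333 and 578 CPM. With each cell thinned to 2000 UMIs, a Timd4 UMI was found in 76.5% of the 2145 NCD KCs that were deep enough and in 64.2% of 330 KCs of the pool. The shares in B cells were 1.03% and 0.420%. The unthinned shares were 84.0% and 79.3%, at median depths of 4518 and 10113.5 UMIs, and in B cells 0.634% and 1.06%.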

KCs were marked by *Cd68, Vsig4, Clec4f, TIM4, Adgre1*, and *Clec1b*. 

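MoMFs formed 1 cluster with 90 cells in the NCD library and 107 in the HFHC pool. Ccr2 was at 1116 CPM (95% CI 1002 to 1240) in NCD MoMFs and at 1266 CPM (1193 to 1341) in MoMFs of the pool, and Cx3cr1 was at 1164 and 822 CPM. Cd9 was at 99.7 and 174 CPM, Itgax at 125 and 333 CPM, Cd68 at 1084 and 1196 CPM, and Adgre1 at 1106 and 637 CPM. Gpnmb rested on 10 UMIs in NCD MoMFs, at 32.2 CPM (15.4 to 59.2), and on 1120 UMIs in MoMFs of the pool, at 1249 CPM (1177 to 1324).
Of the KC markers, Clec4f was at 843 CPM (744 to 951) in NCD MoMFs and at 144 CPM (120 to 171) in MoMFs of the pool. Vsig4 was at 434 and 93.7 CPM, Timd4 at 80.4 and 15.6 CPM, and Clec1b at 116 and 203 CPM. In B cells, Clec4f was at 76.0 and 28.6 CPM and Clec1b at 8.03 and 2.60 CPM.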

MoMFs were negative for KCs markers but positive for macrophage markers such as *Ccr2, Cx3cr1, Cd9, Itgax, Gpnmb, Cd68,* and *Adgre1* (Figure 4B and C; *UMAP in* Figure 4—figure supplement 1; Li et al., 2023; Seidman et al., 2020).

**Figure 4.**
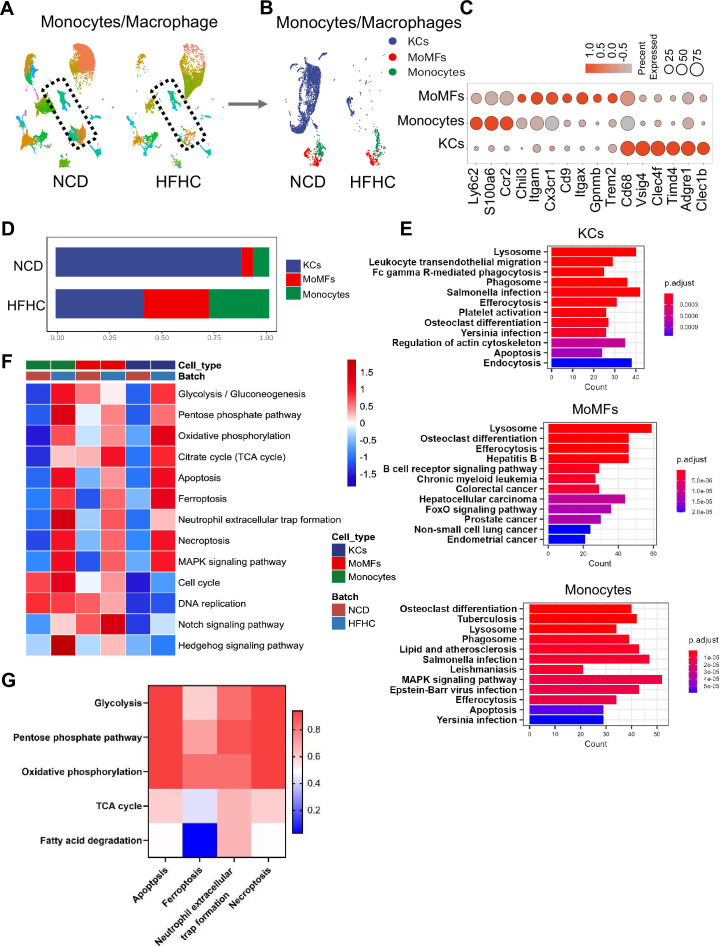
ScRNA-seq reveals upregulated glucose metabolism-related transcripts in kupffer cells (KCs), correlating with cell death signatures. Wild-type (WT) C57BL/6 J mice were fed either a normal chow diet (NCD) or a high-fat, high-cholesterol (HFHC) for 16 weeks. Non-parenchymal cells (NPCs) were isolated and subjected to BD Rhapsody scRNA sequencing. (**A**) Uniform manifold approximation and projection (UMAP) plots illustrate the clustering of NPCs in the livers of mice fed NCD and HFHC. Cell clusters are color-coded, with monocytes/macrophages clusters outlined. (**B**) UMAP plots depict the clustering of monocytes/macrophages in the livers of mice fed NCD and HFHC. Cell clusters are color-coded. (**C**) Dot plot displays the scaled gene expression levels of lineage-specific marker genes in different cell clusters. (**D**) Quantification of each cell cluster is presented. (**E**) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis reveals the top 12 enriched pathways for upregulated genes when comparing HFHC versus NCD in KCs, monocytes, and monocyte-derived macrophages (MoMFs), respectively. (**F**) Gene set variation analysis (GSVA) shows pathway activity for cell death, glucose metabolism, and cell proliferation in KCs, monocytes, and MoMFs of WT mice fed NCD or HFHC for 16 weeks, respectively. (**G**) The correlation between cell death and glucose metabolism pathways, based on GSVA score, is depicted.

**Figure 4—figure supplement 1.**
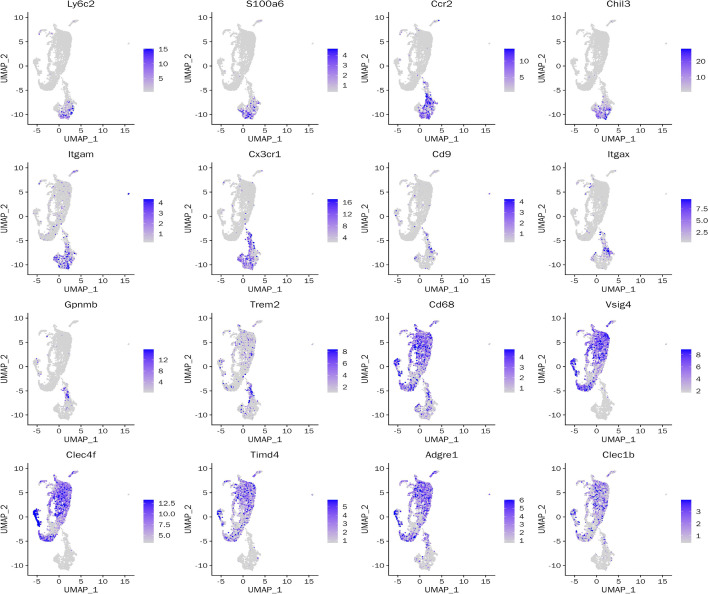
Gene expression levels of lineage-specific marker genes in monocytes/macrophages clusters. Scaled gene expression levels of each lineage-specific marker gene are shown in UMAP plots of monocytes/macrophages clusters. Colors indicate gene expression levels.

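KCs made up 83.4% (95% CI 82.0 to 84.6%) of the 3243 KCs, MoMFs and monocytes of the NCD library and 35.7% (32.8 to 38.6%) of the 1082 such cells of the HFHC pool. MoMFs made up 2.78% (2.24 to 3.4%) and 9.89% (8.18 to 11.8%). Monocytes made up 13.9% (12.7 to 15.1%) and 54.4% (51.4 to 57.4%). Clustering without integration put 85.8% of the cells of the NCD library and 10.9% of those of the pool among KCs, and had no cluster of MoMFs. That setting also used log-normalization in place of SCTransform. There, 386 cells of the pool lay in an unnamed cluster that scored 2.09 for KCs and 1.24 for MoMFs and was led by Mmp12, Gpnmb and Gdf15. With integration, 311 of them were KCs and 55 MoMFs. With all 386 counted as KCs, a choice made after seeing the values, the pool's share was 42.2%. Another unnamed cluster, of 80 NCD cells and 1 cell of the pool, scored highest for MoMFs, at 0.44. The split between MoMFs and monocytes rested on the intermediate cluster. With that cluster counted as MoMFs, a choice made after seeing the values, MoMFs made up 7.86% and 37.8%, and monocytes 8.79% and 26.5%.

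**Figure D1:**
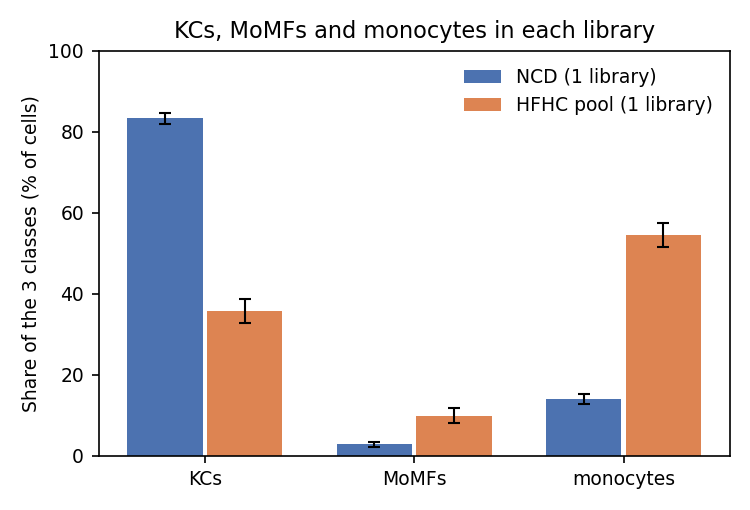
Share of KCs, MoMFs and monocytes among the cells of these 3 classes, in percent, in the NCD library and in the HFHC pool of WT and Chi3l1-/- mice (1 library each, bars with exact 95% intervals for counting error). KCs fall from 83.4% to 35.7%, and monocytes rise from 13.9% to 54.4%.

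The filter on cells took out cells with RNA of KC genes unevenly. At least 2 UMIs of Vsig4, Clec4f, Timd4 and Clec1b together were found in 37.4% (35.2 to 39.5%) of the 1976 cells left out of the pool and in 4.55% (4.08 to 5.05%) of the 7388 cells left out of the NCD library. Among B cells the shares were 2.00% and 2.68%. With no upper limit on genes, a setting chosen after seeing these cells, KCs made up 82.3% and 43.6% of the 3 classes. There, 315 cells of each library lay in an unnamed cluster that scored highest for KCs. Counted as KCs, they brought the shares to 84.1% and 54.8%.
The pool gives only a bound for WT mice. If all 386 KCs of the pool were WT cells, and the paper's WT KCs were among them, KCs would be 5.88% of the paper's 6567 WT cells, against 11.6% (11.2 to 12.0%) of the cells of the NCD library.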

Consistent with prior studies (Daemen et al., 2021; Tran et al., 2020), we observed decreased KCs numbers but increased MoMFs and monocytes in HFHC-fed mice compared to NCD controls (Figure 4D). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that while both cell types exhibited activation of phagocytosis-related pathways (lysosome, phagosome, endocytosis, and efferocytosis), they displayed divergent cell fate patterns (Figure 4E). 

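Gene lists for these pathways were written by hand before the data were examined. The 38 lysosome genes with enough UMIs in KCs had a median log2 ratio of the HFHC pool over the NCD library of 0.17. That was the 98.6th percentile of random lists, of which the middle 95% lay between -0.19 and 0.15, and 27 of the 38 genes were higher in the pool. This call was lost under 5 of the 12 alternatives that could change it. In MoMFs the median over 32 lysosome genes was 0.12 (77.6th percentile), and 0.26 (99.9th) with the intermediate cluster counted as MoMFs, a choice made after seeing the values. The 29 genes of phagocytosis and efferocytosis had a median of -0.014 (54.1st percentile) in KCs, and 24 of them had a median of 0.025 (62.9th percentile) in MoMFs. With 18 genes of Reactome's list of lysosome vesicle biogenesis in place of the lysosome list, the median in KCs changed sign to -0.23 (4.69th percentile). The list of lysosome genes was not moved in T cells, with a median of -0.011 (32.9th percentile), or in B cells, with 0.0048 (48.9th percentile).
Some ratios between the libraries were shared by other cell types. The genes of the hand-written list for tissue dissociation, which holds immediate-early and heat-shock genes, were higher in the pool by a median of 1.09 in KCs and of 1.09 in MoMFs. In T cells, B cells and endothelial cells the medians were 1.53, 1.47 and 1.41.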

KCs showed strong cell death signatures, whereas MoMFs maintained proliferative activity without evidence of cell death (Figure 4E). 

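In KCs, 27 apoptosis genes had a median log2 ratio of the HFHC pool over the NCD library of -0.13, within the middle 95% of random lists (15.3rd percentile), and 19 of the 27 were lower in the pool. The median was 0.12 for necroptosis (90.6th percentile), 0.094 for ferroptosis (90.7th) and -0.18 for neutrophil extracellular trap formation (9.27th), each within the random range. Necroptosis and ferroptosis each left that range upward under 3 alternatives, the most with the mean of the list, at 0.24 for both. The apoptosis list ran from -0.17 to 0.014 over the alternatives on the log2 scale, and stayed within the random range under all 12 that could change its place there. In MoMFs the apoptosis list rested on 8 genes, with a median of -0.029 (46.1st percentile). Necroptosis was at 0.092 (89.2nd percentile) and ferroptosis at 0.20 (89.5th) in MoMFs. Ferroptosis there left the random range under 3 of the 10 alternatives that could change its place. It ran from -0.024 to 0.52 over the alternatives on the log2 scale. In MoMFs, neutrophil extracellular trap formation was below the random range at -0.38 (1.20th). With the intermediate cluster counted as MoMFs, a choice made after seeing the values, the last was within it at -0.098 (31.8th).
For proliferation, 47 genes of the cell cycle had a median of -0.11 (18.5th percentile) in KCs, and 26 genes of DNA replication had a median of -0.32 (0.13th percentile). Both changed direction with no upper limit on genes, a setting chosen after seeing the data, to 0.78 for the cell cycle (100th percentile) and 0.23 for DNA replication (98.0th). Without integration they were at 1.20 and 0.74. In MoMFs 3 genes of the cell cycle had enough UMIs, with a median of -0.26 (25.9th percentile), so that a change of proliferation in MoMFs was hardly measurable at this depth. Once the intermediate cluster was counted as MoMFs, 18 genes had enough, with a median of 0.062 (68.0th).

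**Figure D2:**
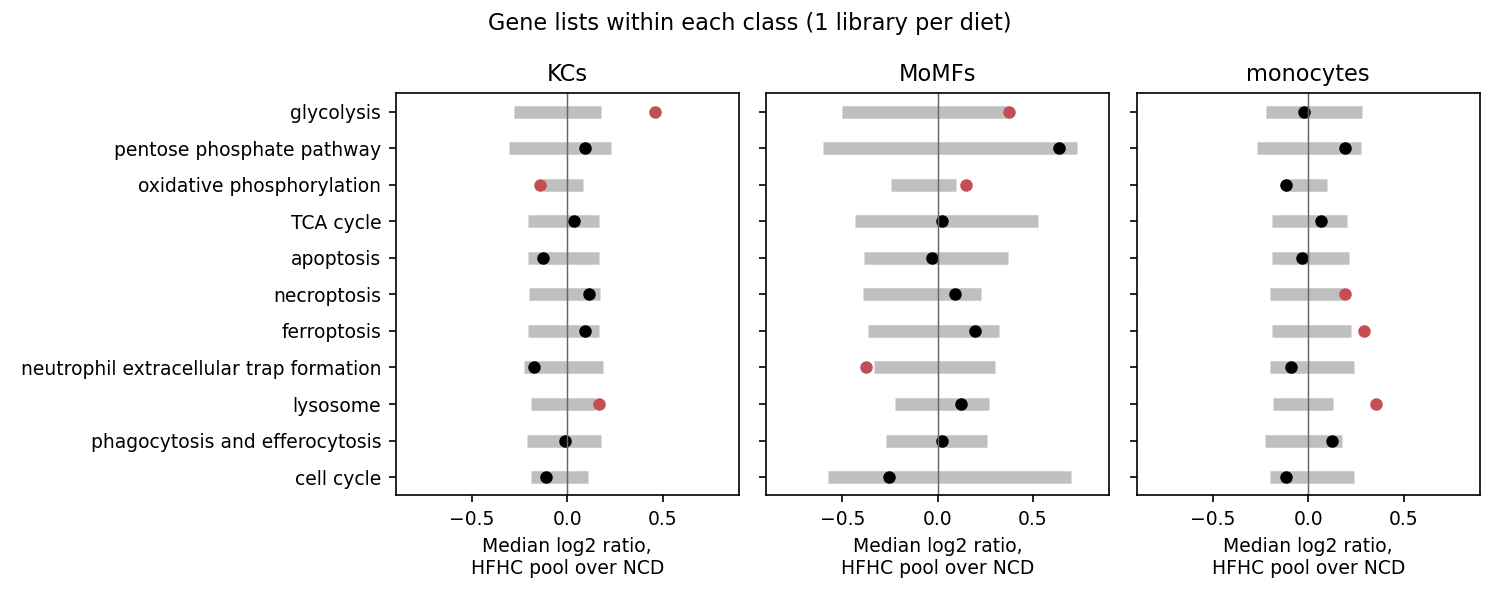
Median log2 ratio of the HFHC pool over the NCD library for 11 gene lists in KCs, MoMFs and monocytes (1 library per diet; points, red where outside the grey bars, which span the middle 95% of 10000 random lists). The apoptosis list lies at -0.13, -0.029 and -0.032.

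The genes with the highest ratios in KCs were Mmp12, Egr2, Cd63, Egr3 and Il3ra, with log2 ratios from 3.97 to 5.37. Those with the lowest were Ddit4, S100a9, Pck1, Serpina1e and Klf9, from -4.18 to -3.44. In MoMFs the highest were Gpnmb, Rps19, Egr1, Ctsd and Pld3, from 2.82 to 5.14, and the lowest Tsc22d3, Folr2, Clec4f, Ccnd2 and BC037034, from -2.73 to -2.41. Of the 9 such genes of KCs with enough UMIs in T cells, B cells or endothelial cells, 7 moved the same way by more than 1 in at least as many of these types as not. So did 8 of 10 genes of MoMFs. Egr2, Cd63, Gpnmb and Ccnd2 did not.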

Monocytes showed strong cell death and proliferative activity (Figure 4E). 

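Lysosome genes were higher in monocytes of the HFHC pool too, with a median of 0.36 over 36 genes (100th percentile), and phagocytosis and efferocytosis was at 0.12 (92.4th). The lysosome was within the random range at 0.18 (97.4th) once the intermediate cluster was counted as MoMFs, a choice made after seeing the values. In monocytes, 23 genes of ferroptosis had a median log2 ratio of the HFHC pool over the NCD library of 0.29 (99.7th percentile), and 23 genes of necroptosis had a median of 0.20 (97.7th percentile). Both lay above the middle 95% of random lists, which ended at 0.22 and 0.18. Of the alternatives that could change a list's place among random lists, 9 of 12 lost the call for necroptosis and 5 of 11 that for ferroptosis. The apoptosis list, with 25 genes, was at -0.032 (35.3rd percentile), and neutrophil extracellular trap formation was at -0.093 (14.7th). For proliferation, 21 genes of the cell cycle had a median of -0.12 (12.7th percentile) and 10 genes of DNA replication one of -0.022 (41.0th). Without integration the cell cycle lay below the random range, at -0.19 (1.5th percentile).
The highest ratios were those of Gnb2, Pld3, Gm9844, Ccl4 and Gpx4, from 2.94 to 3.80, and the lowest those of Apol7c, Fkbp5, Mgl2, S100a9 and H2-M2, from -3.74 to -3.15. Of the 7 with enough UMIs in T cells, B cells or endothelial cells, all but Fkbp5 moved the same way by more than 1 in at least as many of these types as not. Gpx4 rose by 2.90 in T cells, 2.56 in B cells and 2.31 in endothelial cells. The median of a list treats all its genes alike, whether they drive or restrain a death pathway.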

Given the significant role of metabolic regulation in cell fate, (Green et al., 2014) we compared pathways involved in glucose metabolism, cell death, and cell proliferation (Figure 4F). 

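Within the NCD library, 15 glycolysis genes had a median log2 ratio of KCs over MoMFs of -0.16 (31.4th percentile of random lists), and in the HFHC pool 13 of them had a median of 0.084 (73.1st percentile). Chosen after seeing the data, strict limits of the filter put the pool's value above the random range at 0.36 (98.2nd percentile), and keeping the mixed clusters put it there at 0.25 (98.5th). Oxidative phosphorylation was higher in KCs than in MoMFs of the NCD library, with a median of 0.26 over 76 genes (100th percentile), and not detectably in the pool, with 0.030 (86.6th). The tricarboxylic acid (TCA) cycle was at 0.18 (98.8th percentile) and 0.13 (97.3rd), and the pentose phosphate pathway at 0.064 (85.2nd) and -0.063 (26.2nd). With the class of each cell taken from its own marker UMIs, glycolysis in KCs of the NCD library was below the random range at -0.80 (0.0th percentile). That choice also turned oxidative phosphorylation to -0.16 and the TCA cycle to -0.035. With the intermediate cluster counted as MoMFs, a choice made after seeing the values, KCs were below the random range for glycolysis, at -0.86 (0.0th) in the NCD library and -0.54 (0.74th) in the pool, and for oxidative phosphorylation, at -0.26 (0.15th) and -0.21 (1.74th). The TCA cycle of NCD KCs turned to -0.072 (45.1st). GSVA scores, which have no random range, were higher in KCs than in MoMFs by 0.12 in the NCD library and 0.81 in the pool for glycolysis, by 0.83 and 0.24 for oxidative phosphorylation, and by 0.95 and 0.40 for the TCA cycle. For the pentose phosphate pathway these differences were 0.14 and -0.11.
In monocytes over MoMFs, glycolysis had a median of 0.92 over 12 genes in the NCD library (100th percentile) and of 0.68 over 15 genes in the pool (100th). Oxidative phosphorylation was at 0.60 (100th) and 0.28 (99.6th), the TCA cycle at 0.33 (88.6th) and 0.11 (56.0th), and the pentose phosphate pathway at 0.51 (89.0th) and 0.43 (93.5th). Of the alternatives that could change these calls, 4 of 12 lost that of glycolysis in each library. The call of oxidative phosphorylation was lost under 2 of 11 in the NCD library and 5 of 11 in the pool. By the cells' own marker UMIs, glycolysis in monocytes lay within the random range, at 0.075 (34.7th) in the NCD library and 0.28 (97.2nd) in the pool. Without the intermediate cluster, which then counted as MoMFs, monocytes lay below that range for glycolysis, at -0.74 (0.0th) and -0.33 (0.25th), and for oxidative phosphorylation, at -0.19 (0.02nd) and -0.11 (0.01st). The MoMF side of these ratios rested on 310936 UMIs in the NCD library and 896831 UMIs in the pool.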

Notably, glucose metabolism pathways were significantly more active in KCs and monocytes compared to MoMFs (Figure 4F). Moreover, the cell proliferation pathway was highly activated in monocytes and consistently activated in MoMFs but not in KCs (Figure 4F). 

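Over MoMFs of the same library, 10 genes of the cell cycle had a median log2 ratio of 0.46 in NCD monocytes (96.6th percentile), and 21 genes had one of 0.026 in monocytes of the HFHC pool (45.6th). In KCs over MoMFs the cell cycle was at -0.26 over 42 genes in the NCD library (25.8th percentile). In the pool it was at -0.26 over 24 genes (2.31st percentile), below the random range, which started at -0.25. With no upper limit on genes, a setting chosen after seeing the data, the ratio of KCs over MoMFs in the pool changed direction to 1.33 over 62 genes (100th percentile), where a KC cluster led by cell cycle genes held 57 NCD cells and 51 cells of the pool. The call of a lower cell cycle in KCs of the pool was lost under 8 of the 11 alternatives that could change its place among random lists. Removal of the called doublets put NCD monocytes at 0.68 (99.3rd percentile), and counting the intermediate cluster as MoMFs, chosen after seeing the values, put them at 0.57 (99.6th).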

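Across single KCs, the UMIs of each of 4 glucose metabolism lists (glycolysis, pentose phosphate pathway, oxidative phosphorylation and TCA cycle) were set against those of each of 4 cell death lists (apoptosis, necroptosis, ferroptosis and neutrophil extracellular trap formation), which gave 16 pairs per library. Cells are not replicates, so no p-value is given. With all UMIs, Spearman's rho ran from 0.737 to 0.918 over 2703 KCs of the NCD library and from 0.763 to 0.874 over 386 KCs of the HFHC pool. For glycolysis and apoptosis it was 0.781 and 0.763, while random lists of like expression gave 0.774 to 0.818 and 0.767 to 0.832. A cell with more UMIs has more of every list, so each cell was thinned to 2000 UMIs. After thinning, rho ran from -0.0961 to 0.0985 over 2145 NCD KCs and from -0.107 to 0.116 over 330 KCs of the pool.

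**Figure D3:**
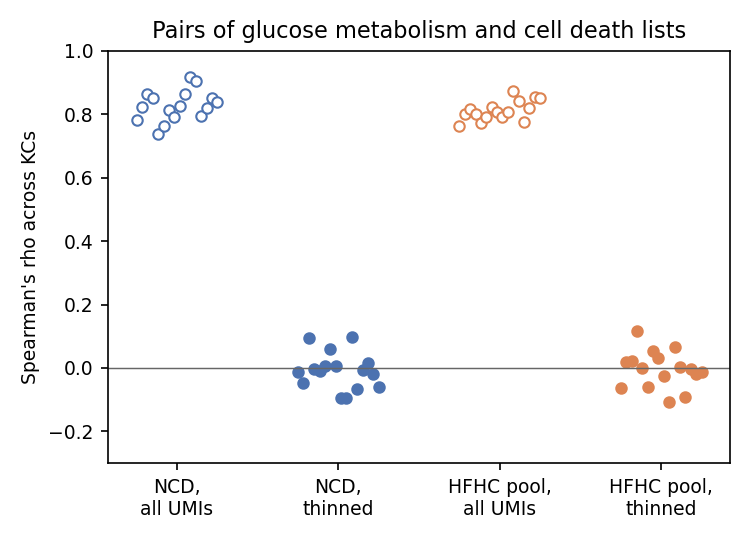
Spearman's rho across KCs for 16 pairs of a glucose metabolism list and a cell death list, in the NCD library and in the HFHC pool, with all UMIs (open circles) and with each cell thinned to 2000 UMIs (filled circles). With all UMIs the pairs lie between 0.737 and 0.918, and after thinning between -0.107 and 0.116.

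For glycolysis and apoptosis, thinned rho was -0.0126 in the NCD library (24.3rd percentile of random lists) and -0.0629 in the pool (13.9th). With 1000 UMIs per cell it was -0.0329 in the NCD library, below the random range (1.4th percentile). Of the 16 thinned pairs of the NCD library, 2 lay above and 5 below the random range. Those above were ferroptosis with oxidative phosphorylation, at 0.0985, and ferroptosis with glycolysis, at 0.0932. In the pool none lay above and 2 lay below.
The depth after thinning left little to correlate. An NCD KC held a median of 5 glycolysis UMIs and 3 apoptosis UMIs, and random splits of a list into equal parts, 200 per list, correlated at a median of only 0.0421 for glycolysis and 0.0343 for apoptosis, against 0.219 for oxidative phosphorylation. In the pool these parts correlated at 0.226, 0.0573 and 0.319. A relation between glycolysis and apoptosis no closer than that within these lists would hardly have been detectable in the NCD library at this depth.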

Gene Set Variation Analysis (GSVA)-based correlation analysis revealed a striking association between glucose metabolism and cell death pathways (Figure 4G). These findings demonstrate distinct glucose metabolic activation patterns between KCs and MoMFs, which may underlie their divergent cell fates in MASLD progression.

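Between diets, 15 glycolysis genes had a median log2 ratio of the HFHC pool over the NCD library of 0.46 in KCs. This was the 100th percentile of random lists, with 11 of 15 genes higher in the pool, and the ratio ran from 0.25 to 0.54 over the alternatives on this scale, above the random range under all 13 that could change its place there. GSVA scores, which have no random range, were higher in the pool by 0.63. In MoMFs 9 glycolysis genes had a median of 0.37 (97.52nd percentile), barely outside the random range of -0.50 to 0.37. That value turned to -0.064 on the scale of GSVA scores to -0.034 when the class was taken from each cell's own marker UMIs, and to -0.21 (4.77th) with the intermediate cluster counted as MoMFs, a choice made after seeing the values. The call in MoMFs was lost under 7 of the 11 alternatives that could change it. In monocytes glycolysis was at -0.023 (25.7th percentile). The rise was not limited to macrophages, since glycolysis was at 0.58 in endothelial cells (99.9th percentile), 0.41 in B cells (99.8th) and 0.11 in T cells (85.8th).
Oxidative phosphorylation was lower in KCs of the pool, at -0.14 over 77 genes (1.39th percentile), and higher in MoMFs, at 0.15 over 46 genes (99.4th). Of the alternatives that could change these calls, 7 of 12 lost that in KCs and 10 of 11 that in MoMFs. The value in KCs turned to 0.21 without integration and to 0.0021 with the mixed clusters kept, and that in MoMFs to -0.15 by the cells' own marker UMIs, to -0.16 with the intermediate cluster and to -0.31 over 5 genes of thinned cells. The TCA cycle was at 0.038 (70.2nd) in KCs and 0.022 (39.4th) in MoMFs, and the pentose phosphate pathway at 0.092 (82.6th) and 0.63 (96.4th). From higher glucose metabolism and cell death pathways in KCs, and their correlation across GSVA scores, the paper concludes that KCs and MoMFs differ in how they activate glucose metabolism, and proposes that this difference underlies their divergent fates.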

### Chi3l1 deficiency promotes KCs death during MASLD

To investigate the role of Chi3l1 in KCs survival during MASLD, we then performed scRNA-seq on NPCs isolated from *Chi3l1^-/-^* mice fed an HFHC diet for 16 weeks. After quality control, 6813 high-quality cells were retained for analysis. 

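The cells of Chi3l1-/- mice were read in the same library as those of WT mice on the HFHC diet, and no call of a sample tag per cell was used here. The filter stated in the methods left 19625 cells in this pool of 2 genotypes, 1.47 times the paper's 13380 cells of both genotypes together. No KC was assigned to a genotype, so values of Chi3l1-/- KCs alone are not given. The 386 KCs of the pool held 3546231 UMIs and none of Chil1, the mouse gene of Chi3l1, which leaves a level of up to 1.04 CPM. With the called doublets removed, KCs of the pool held 4 Chil1 UMIs. The 2703 KCs of the NCD library held 17 Chil1 UMIs, at 1.27 CPM (95% CI 0.739 to 2.03). These levels are not above those of B cells, at 19.8 CPM in the NCD library and 3.34 CPM in the pool, so that they are no measure of Chil1 made by KCs.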

Using established KC markers (Figure 4C), we conducted GSVA to examine metabolic pathways. This revealed enhanced cell death pathways in KCs from HFHC-fed mice, with significantly greater apoptosis signatures in *Chi3l1^-/-^* KCs compared to WT controls (Figure 5A). The increased apoptosis was further supported by upregulation of pro-apoptotic genes in *Chi3l1^-/-^* KCs (Figure 5B).

**Figure 5.**
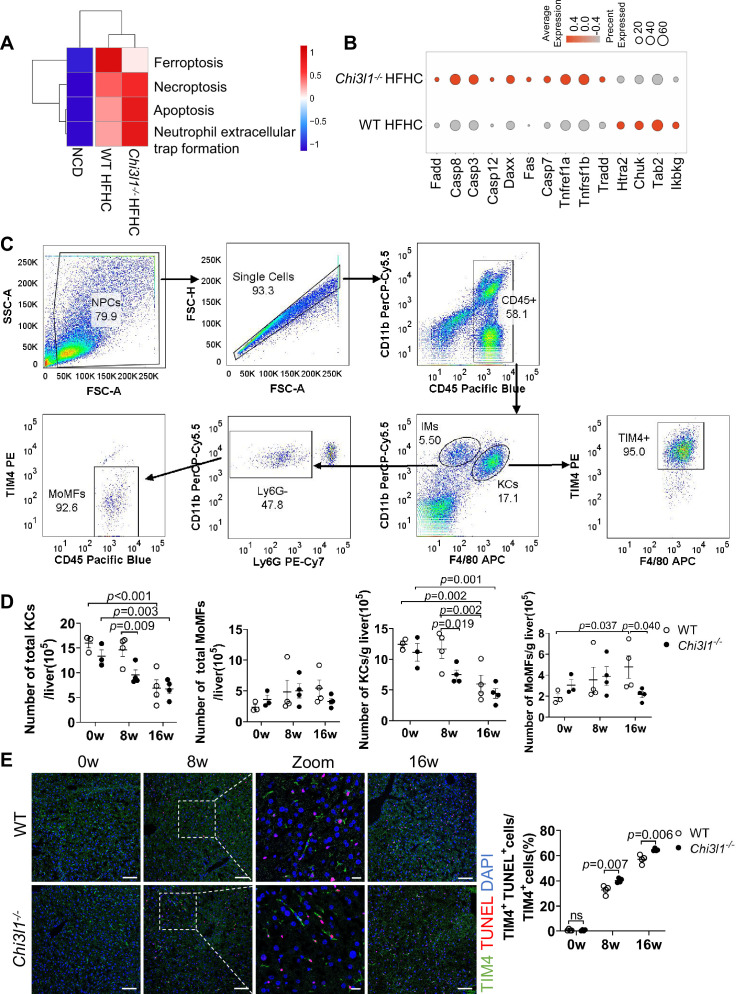
Chi3l1 deficiency promotes Kupffer cells (KCs) death during metabolic dysfunction-associated steatotic liver disease. (**A**) GSVA analysis showed the enrichment of cell death-related pathways in KCs from wild-type (WT) mice fed with either normal chow diet (NCD) or high-fat, high-cholesterol (HFHC) or *Chi3l1^-/-^* mice fed with HFHC. (**B**) Dot plot showing the scaled gene expression levels of apoptosis-related genes and repressor genes in KCs from either WT or *Chi3l1^-/-^* fed with HFHC. (**C**) Strategy used to gate KCs (CD45^+^ F4/80^hi^ CD11b^low^ TIM4^hi^) and monocyte-derived macrophages (MoMFs; CD45^+^ F4/80^low^ CD11b^hi^ Ly6G^-^ TIM4^-^) in the liver by flow cytometry. (**D**) Number of KCs and MoMFs /liver or gram (g) liver were statistically analyzed. n=3–4 mice per group. (**E**) Immunofluorescent staining to detect TIM4 (green), TUNEL (red), and nuclear DAPI (blue) in liver sections. Scale bar = 50 µm and 20 µm (insets). TUNEL^+^ TIM4^+^ cells/TIM4^+^ cells were statistically analyzed. n=4 mice/group. Representative images are shown in C and E. One-way ANOVA was performed in D. Two-tailed, unpaired student t-test was performed in E. p value is as indicated. Figure 5—source data 1.Numerical data of Figure 5D–E.

**Figure 5—figure supplement 1.**
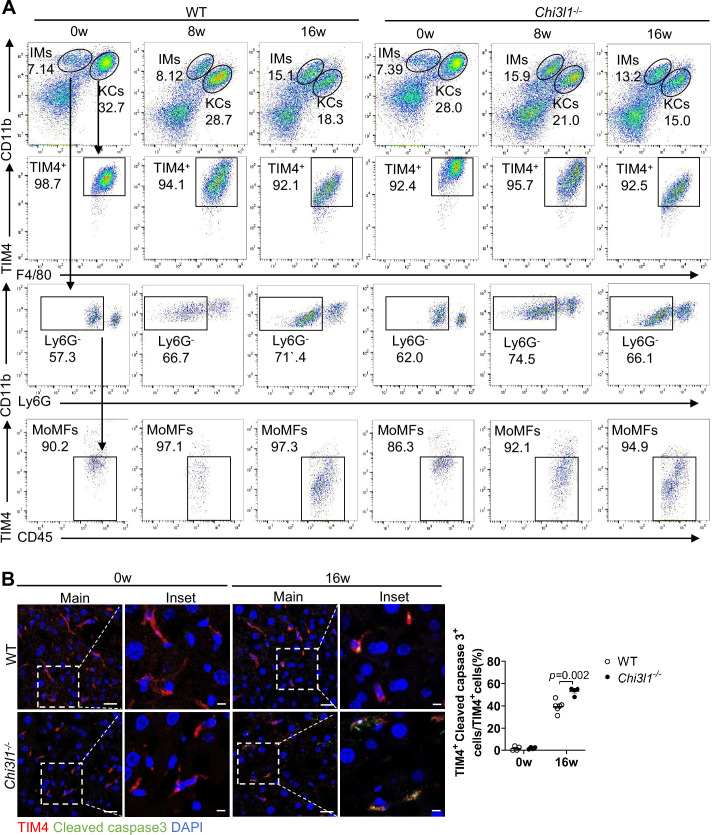
Chi3l1 deficiency promotes Kupffer cells (KCs) death during metabolic dysfunction-associated steatotic liver disease. WT and *Chi3l1^-/-^* mice were fed with a high-fat, high-cholesterol (HFHC) diet for 0, 8, and 16 weeks. (**A**) Flow cytometry analysis of KCs (CD45^+^ F4/80^hi^ CD11b^low^ TIM4^hi^) and MoMFs (CD45^+^ F4/80^low^ CD11b^hi^ Ly6G^-^ TIM4^-^) among non-parenchymal cells (NPCs) between WT and *Chi3l1^-/-^* mice. (**B**) Immunofluorescent staining to detect TIM4 (red), cleaved caspase-3 (green), and nuclear DAPI (blue) in liver sections. Scale bar = 20 μm and 5 μm (insets). Cleaved caspase-3^+^ TIM4^+^ cells/TIM4^+^ cells were statistically analyzed. n=4–6 mice/group. Representative images are shown in A and B. Student t-test was performed in B. p value is as indicated. Figure 5—figure supplement 1—source data 1.Numerical data of Figure 5—figure supplement 1B.

**Figure 5—figure supplement 2.**
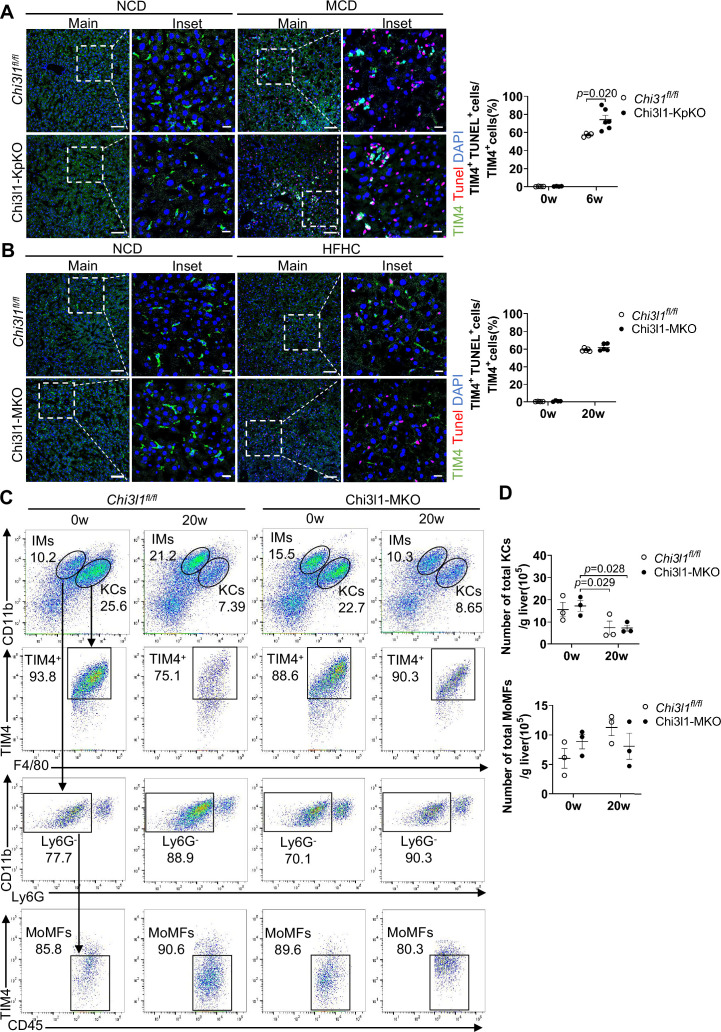
Deficiency of Chi3l1 in Kupffer cells (KCs) but not monocyte-derived macrophages (MoMFs) promotes KCs death during metabolic dysfunction-associated steatotic liver disease. *Chi3l1^fl/fl^* and Chi3l1-KpKO mice were fed with a methionine-choline deficient (MCD) diet for 6 weeks. *Chi3l1^fl/fl^* and Chi3l1-MKO mice were fed with a high-fat, high-cholesterol (HFHC) diet for 20 weeks. (**A**) Immunofluorescent staining to detect TIM4 (green), TUNEL (red), and nuclear DAPI (blue) in liver sections of *Chi3l1^fl/fl^* and Chi3l1-KpKO mice. Scale bar = 50 µm and 20 µm (insets). TUNEL^+^ TIM4^+^ cells/TIM4^+^ cells were statistically analyzed. n=4–6 mice/group. (**B**) Immunofluorescent staining to detect TIM4 (green), TUNEL (red), and nuclear DAPI (blue) in liver sections of *Chi3l1^fl/fl^* and Chi3l1-MKO mice. Scale bar = 50 µm and 20 µm (insets). TUNEL^+^ TIM4^+^ cells/TIM4^+^ cells were statistically analyzed. n=4–5 mice/group. (**C**) Flow cytometry analysis of KCs (CD45^+^ F4/80^hi^ CD11b^low^ TIM4^hi^) and MoMFs (CD45^+^ F4/80^low^ CD11b^hi^ Ly6G^-^ TIM4^-^) among non-parenchymal cells (NPCs) between *Chi3l1^fl/fl^* and Chi3l1-MKO mice. (**D**) Number of KCs or MoMFs/g liver were statistically analyzed. n=3 mice/group. Representative images are shown in A–C. Student t-test was performed in A and B. One-way ANOVA was performed in D. p value is as indicated. Figure 5—figure supplement 2—source data 1.Numerical data of Figure 5—figure supplement 2A-B and D.

We next validated these findings by flow cytometry using the gating strategy shown in Figure 5C. While WT and *Chi3l1^-/-^* mice showed similar KC numbers at baseline, dramatic differences emerged during HFHC feeding. WT KC numbers remained stable at 8 weeks but decreased by 50% at 16 weeks. In contrast, *Chi3l1^-/-^* mice exhibited accelerated KCs loss, with a 30% reduction by 8 weeks progressing to 60% by 16 weeks (Figure 5D, Figure 5—figure supplement 1A). Notably, MoMFs populations remained comparable between groups at early timepoints but showed greater reduction in *Chi3l1^-/-^* mice at 16 weeks (Figure 5D, Figure 5—figure supplement 1A).

Histological analysis further supported these findings. TIM4/TUNEL co-staining revealed no TUNEL^+^ KCs in WT livers at baseline, whereas 40% and 50% of KCs were TUNEL^+^ at 8 and 16 weeks, respectively. In *Chi3l1^-/-^* mice, KC apoptosis was significantly increased at both time points (Figure 5E). Consistent results were obtained with TIM4/cleaved caspase-3 co-staining (Figure 5—figure supplement 1B). We further confirmed these observations in Chi3l1-KpKO mice in both HFHC (He et al., 2025) and MCD diet models. In the MCD model, Chi3l1-KpKO mice exhibited enhanced KCs death compared with *Chi3l1^fl/fl^* controls (Figure 5—figure supplement 2A). To exclude potential effects of myeloid-cell-derived Chi3l1 on KCs survival, we compared KCs death and abundance between *Chi3l1^fl/fl^* and Chi3l1-MKO mice using histological and flow cytometric analyses. Loss of Chi3l1 in MoMFs did not lead to significant KC apoptosis or depletion (Figure 5—figure supplement 2B–D). Together, these results demonstrate that Chi3l1 deficiency promotes KC apoptosis, resulting in premature KC depletion during MASLD progression.

### Molecular interaction between Chi3l1 and glucose

Our investigation into Chi3l1-mediated KCs survival revealed an unexpected structural relationship: Chi3l1 binds to glucose, which is structurally analogous to chitin, a polysaccharide well known to bind Chi3l1 (Figure 6A). Bioinformatics analysis using the STITCH database further supported this observation, predicting a high probability of direct Chi3l1-glucose interaction (Figure 6B). To experimentally validate this interaction, we performed pull-down assays using biotin-labeled glucose incubated with plasma from HFHC-fed mice. Streptavidin bead isolation followed by anti-Chi3l1 Western blotting demonstrated specific binding between Chi3l1 and biotin-glucose, but not biotin alone (Figure 6C and D). This interaction was competitively inhibited by unlabeled glucose, confirming specificity (Figure 6D). Quantitative analysis using microscale thermophoresis with recombinant mouse Chi3l1 (rChi3l1) yielded a dissociation constant (Kd) of 4.95 mM for the Chi3l1-glucose interaction (Figure 6E). Notably, circulating Chi3l1 levels were significantly elevated in serum from HFHC-fed mice compared to baseline (Figure 6F), suggesting a potential physiological role for this interaction in metabolic regulation. These findings establish Chi3l1 as a novel glucose-binding protein that may participate in glucose homeostasis during MASLD progression.

**Figure 6.**
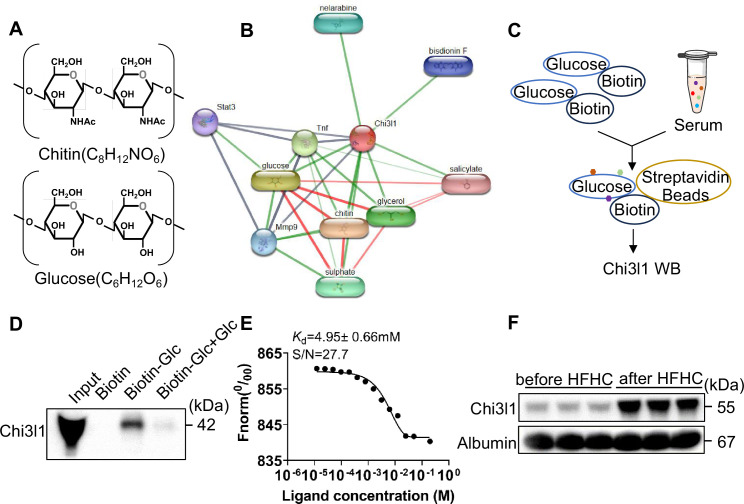
Molecular interaction between Chi3l1 and glucose. (**A**) A comparison of chemical structures between glucose and chitin. (**B**) Prediction of Chi3l1-glucose interaction using STITCH database (http://stitch.embl.de). (**C**) Strategy for pulling down glucose-binding proteins in murine serum. (**D**) Biotin-conjugated glucose was incubated with murine serum from mice fed with high-fat, high-cholesterol (HFHC) diet for 16 weeks. Proteins bound to glucose were precipitated by streptavidin beads. Biotin or biotin-conjugated glucose plus glucose were used as negative controls. Western blot was performed to examine Chi3l1 in the precipitate. (**E**) Microscale thermophoresis assay to detect the interaction between recombinant mouse Chi3l1 (rChi3l1) and glucose. Kd = 4.95 ± 0.66 mM. (**F**) Western blot to detect Chi3l1 expression in murine serum before and after HFHC feeding. n=3 mice/group. Figure 6—source data 1.Numerical data of Figure 6E. Figure 6—source data 2.PDF file containing original western blots for Figure 6D and F, indicating the relevant bands and treatments. Figure 6—source data 3.Original files for western blot analysis displayed in Figure 6D and F.

### Chi3l1 limits glucose uptake and protects hepatic macrophages from cell death

To elucidate the functional consequences of Chi3l1-glucose binding, we examined glucose metabolism in hepatic macrophages. Using the fluorescent glucose analog 2-NBDG (Liu et al., 2021), we performed uptake assays in KCs following 12 hr glucose starvation. While glycogen droplet size remained unchanged in untreated KCs regardless of rChi3l1 supplementation (Figure 7A), 2-NBDG exposure significantly increased glycogen accumulation. This effect was markedly suppressed by rChi3l1 co-treatment (Figure 7A), a phenotype replicated in BMDM (Figure 7A). These results demonstrate that Chi3l1 restricts glucose uptake and subsequent glycogen storage.

**Figure 7.**
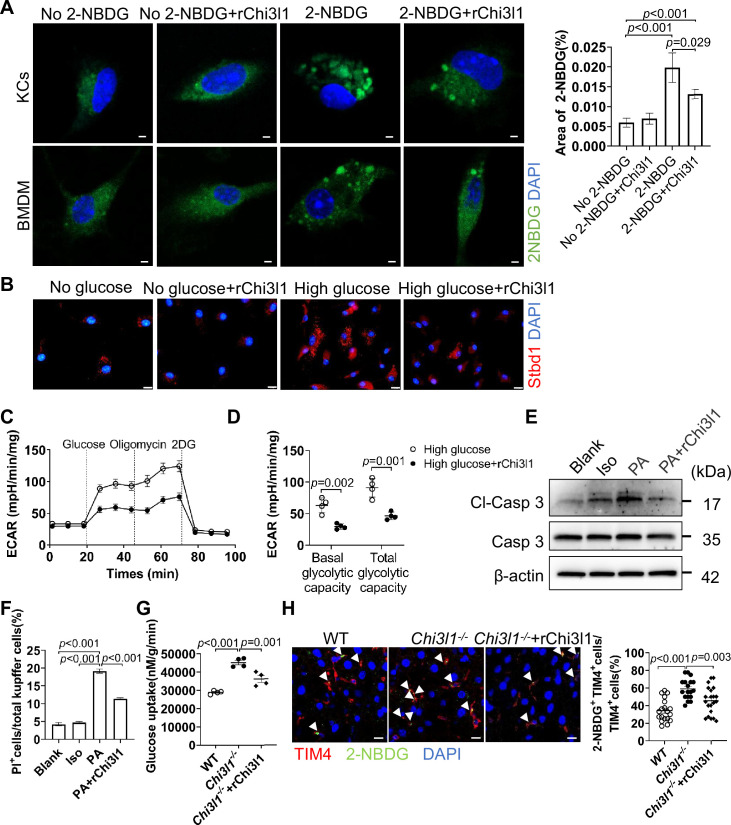
Chi3l1 limits glucose uptake and protects hepatic macrophages from cell death. (**A**) Following 12 hr of glucose starvation, isolated Kupffer cells (KCs) or bone-marrow-derived macrophages (BMDM) were divided into two groups: one treated with no 2-NBDG and the other with 2-NBDG. Within each group, KCs or BMDM were further treated without or with recombinant murine Chi3l1 (rChi3l1) for 6 hr. Glycogen aggregate formation labeled by 2-NBDG (Green) in KCs or BMDM was examined after counterstaining with nuclear DAPI (Blue). Scale bar = 2 μm. Area of 2-NBDG in KCs was quantified. (**B**) Following 12 hr of glucose starvation, BMDM were treated with either no glucose or high glucose (25 mM). Concurrently, BMDM were treated without or with rChi3l1 for 24 hr under each condition. Glycogen aggregate formation in BMDM was detected using immunofluorescence staining for Stbd1 (red) and nuclear DAPI (blue). Scale bar = 10 μm. (**C and D**) BMDM cells were treated without or with rChi3l1 for 24 hr and subjected to Seahorse metabolic analysis to measure the extracellular acidification rate (ECAR). (**E and F**) KCs were treated without (blank) or with either isopropyl alcohol (Iso) or 800 µM palmitic acid (PA) or 100 ng rChi3l1 with 800 µM PA for 24 hr. Western blot was performed to detect cleaved caspase-3 (Cl-Casp3) in E. Calcein/PI staining was quantified to detect cell viability in F. Scale bar = 50 μm. (**G**) Measurement of 2-NBDG (a fluorescent glucose analog) uptake by KCs in vivo. WT and *Chi3l1^-/-^* mice, either untreated or supplemented with rChi3l1, were injected intraperitoneally with 12 mg/kg 2-NBDG. After 45 min, KCs were isolated and glucose uptake assessed by spectrophotometry. (**H**) Representative immunofluorescence images of liver sections stained for TIM4 (red) and 2-NBDG uptake (green) to visualize glucose uptake by KCs in situ. Scale bar = 10 µm (Insets). Quantification is shown as the percentage of TIM4^+^ cells that are also 2-NBDG^+^. Representative images were shown in A, B, and H. One-way ANOVA was performed in A, F, G, and H. Two-tailed, unpaired Student t-test was performed in D. p value is as indicated. Figure 7—source data 1.Numerical data of Figure 7A, C–D and F–H. Figure 7—source data 2.PDF file containing original western blots for Figure 7E, indicating the relevant bands and treatments. Figure 7—source data 3.Original files for western blot analysis displayed in Figure 7E.

Further validation using Stbd1 (a glycogen-binding protein Liu et al., 2021) immunofluorescence revealed minimal glycogen foci in glucose-deprived BMDM, with no rChi3l1-dependent differences. High-glucose conditions, however, triggered robust glycogen aggregation, which was significantly attenuated by rChi3l1 (Figure 7B). Concordantly, extracellular acidification rate (ECAR) measurements showed reduced basal and total glycolytic capacity in rChi3l1-treated BMDMs (Figure 7C and D), confirming Chi3l1’s role in limiting glucose metabolism.

To test whether Chi3l1-glucose binding influences cell survival, we employed a palmitic acid (PA)-induced lipotoxicity cell-based model to better mimic the in vivo environment. rChi3l1 supplementation reduced PA-induced cleavage of caspase-3 (Figure 7E) and decreased KCs death (calcein/PI staining, Figure 7F). To validate this mechanism in vivo, we intraperitoneally injected 2-NBDG into WT and *Chi3l1^-/-^* mice, with or without supplementation of rChi3l1, to assess glucose uptake by KCs. *Chi3l1^-/-^* KCs displayed markedly increased 2-NBDG uptake compared with WT controls, whereas rChi3l1 supplementation significantly reduced glucose uptake. These results demonstrate that serum Chi3l1 limits glucose uptake by KCs in vivo (Figure 7G and H). Collectively, these findings demonstrate that Chi3l1 protects KCs from metabolic-stress-induced death by regulating glucose uptake.

## Discussion

Our findings establish Chi3l1 as a critical metabolic regulator that controls hepatic macrophage fate through a novel glucose-dependent mechanism in MASLD. Using cell-specific knockout models, we uncovered a fundamental dichotomy in Chi3l1 function: selective ablation in KCs dramatically accelerated MASLD progression and metabolic dysfunction, whereas deletion in MoMFs produced minimal metabolic effects. Single-cell transcriptomics revealed the molecular basis for this cell-type specificity – KCs exhibit a glucose-hungry metabolic phenotype that renders them uniquely dependent on Chi3l1-mediated regulation, while MoMFs maintain a relatively glucose-independent metabolic program. At the mechanistic level, we demonstrate that Chi3l1 functions as a physiological glucose sensor, directly binding extracellular glucose to limit its cellular uptake. This interaction establishes a crucial metabolic safeguard that specifically protects glucose-dependent KCs from lethal metabolic stress while sparing glucose-independent MoMFs. Through this precise modulation of glucose availability, Chi3l1 maintains metabolic homeostasis and preserves KCs populations during chronic dietary challenge (Figure 8).

**Figure 8.**
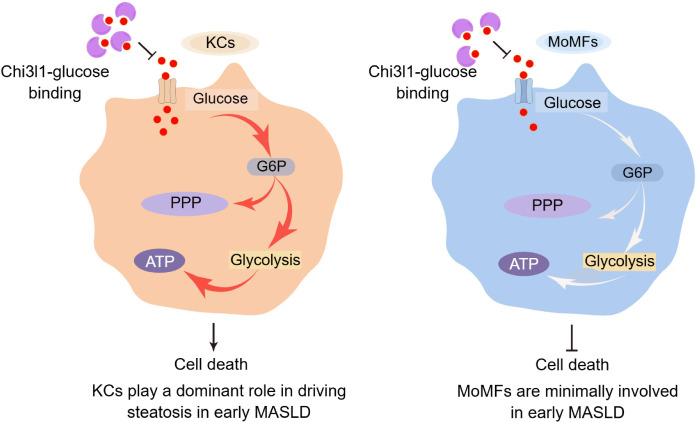
Differential regulation of Kupffer cells (KCs) and monocyte-derived macrophages (MoMFs) fate by Chi3l1-glucose interaction. KCs maintain a high-glucose activation state, while MoMFs exhibit a relatively low-glucose metabolic program. Chi3l1-glucose binding inhibits glucose uptake in KCs, thereby delaying KCs death and alleviating MASLD progression and metabolic dysfunction. In contrast, although Chi3l1-glucose binding similarly inhibits glucose uptake in MoMFs, their low basal glucose metabolism renders them resistant to this metabolic perturbation, resulting in minimal impact on MASLD pathogenesis.

Analysis of publicly available scRNA-seq datasets, including those from the Liver Atlas and prior studies (Daemen et al., 2021; Remmerie et al., 2020; Seidman et al., 2020), indicates that Chi3l1 transcripts are mainly detected in neutrophils. In contrast, our immunofluorescence data show that Chi3l1 protein is predominantly localized in KCs under normal conditions and in both KCs and MoMFs during MASLD progression. This discrepancy likely reflects differences in transcript versus protein abundance and detection sensitivity. While scRNA-seq captures relative mRNA levels per cell, tissue-based staining reflects both expression and cell prevalence, highlighting macrophages as a major contributor to total hepatic Chi3l1 protein. Moreover, environmental factors such as diet, microbiota, or disease stage may influence Chi3l1 expression patterns across immune cell types.

Our study reveals fundamental differences in metabolic requirements between hepatic macrophage subsets that provide new insights into MASLD pathogenesis. We demonstrate that KCs and MoMFs play stage-specific roles in disease progression, with KCs serving as critical regulators of early metabolic homeostasis while MoMFs appear more involved in later inflammatory phases. This temporal specialization explains the striking dichotomy observed in our genetic models-KCs-specific Chi3l1 deletion dramatically exacerbated metabolic dysfunction, whereas MoMFs deletion showed minimal effects. The heightened glucose metabolism of KCs during MASLD renders them uniquely vulnerable to dietary stress. Chi3l1 serves as a crucial metabolic buffer in this context, directly protecting KCs through glucose modulation as evidenced by reduced glycogen accumulation and attenuated glycolytic flux. Our findings using the HFHC model complement previous findings in fibrogenic CDAA-HFAT models (Kim et al., 2023) or MCD/CCL_4_ models (Higashiyama et al., 2019) or human livers (Nishimura et al., 2021), collectively suggesting Chi3l1 may have dual roles in MASLD – maintaining metabolic balance through KCs in early disease while potentially influencing fibrogenesis via MoMFs in advanced stages. The accelerated KCs death in knockout models provides direct experimental evidence linking macrophage survival to metabolic outcomes, resolving key questions about MASLD progression mechanisms.

The structural characteristics of Chi3l1 have been extensively studied. Chi3l1 forms a homodimer, with each subunit containing a catalytic domain and a carbohydrate-binding domain. While the catalytic domain retains structural similarity to chitinases, it lacks enzymatic activity (Fusetti et al., 2003; Houston et al., 2003), and the carbohydrate-binding domain mediates interactions with carbohydrate ligands (Fusetti et al., 2003). While chitin-binding domains are traditionally known to interact with complex polysaccharides, our findings reveal that Chi3l1 (YKL-40), a mammalian chitinase-like protein, specifically binds to glucose—a simple monosaccharide. This represents a fundamental departure from canonical binding to insoluble polymers such as chitin and suggests a previously unrecognized role for Chi3l1 in monosaccharide recognition, potentially linking it to glucose metabolism and energy sensing. Furthermore, we observed that Chi3l1 protein levels increased in the serum of mice fed an HFHC diet for 16 weeks (Figure 6F) but plateaued with prolonged feeding (24 weeks; data not shown), suggesting an adaptive regulatory limit. Together, these findings indicate that Chi3l1 possesses glucose-binding capacity that may be functionally relevant but limited in vivo.

Our findings carry important translational potential for MASLD treatment. The discovery of Chi3l1’s glucose-sensing function in KCs suggests two complementary therapeutic strategies: first, developing Chi3l1-based interventions to preserve KC populations during early metabolic dysfunction; second, creating cell-type-specific approaches that selectively modulate glucose metabolism in KCs while sparing MoMFs. Importantly, although access to early-stage human liver tissue is limited due to the asymptomatic nature of the disease, multiple human studies have consistently reported elevated Chi3l1 levels in steatotic and fibrotic liver disease (Higashiyama et al., 2019; Huang et al., 2022; Liu et al., 2025), underscoring the clinical relevance of our mechanistic findings. Building on this evidence, the structural mapping of Chi3l1’s glucose-binding domain now enables rational design of small-molecule mimetics or biologics to therapeutically enhance this protective pathway. Besides, several key questions emerge for future research to advance these therapeutic possibilities: (1) How glucose levels are coordinated with other death inducers such as lipid toxicity; (2) Whether competing carbohydrate ligands modulate Chi3l1’s glucose-sensing capacity in different metabolic states; (3) Functional validation in primary human macrophages or human liver tissues would further strengthen the translational significance of this work. Addressing these questions will be crucial for translating our mechanistic insights into targeted therapies that account for the complex metabolic specialization of hepatic macrophage subsets.

Our findings reveal a novel metabolic checkpoint in which Chi3l1 selectively sustains KCs populations by modulating glucose metabolism, offering key insights into MASLD pathogenesis. The study highlights the therapeutic potential of targeting Chi3l1-glucose interactions to preserve protective KCs and curb MASLD progression. Future research should explore whether Chi3l1 supplementation or pharmacological modulation can rescue KCs viability, as well as investigate whether this mechanism extends to other macrophage-driven metabolic disorders, such as MASH or diabetes. By identifying cell-type-specific metabolic vulnerabilities, this work paves the way for precision therapies that selectively manipulate macrophage subsets to treat liver disease.

## Materials and methods

### Animal experiments and procedures

#### Animals

*Chi3l1^-/-^* (strain no. T014402), *Chi3l1^flox//flox^* (strain no. T013652), *Lyz2-cre* (strain no. T003822), and *Clec4f-cre* (strain no. T036801) with a C57BL/6 J background were purchased from GemPharmatech. Rosa26^LSL-tdTomato/+^ mice (strain no. C001181) were purchased from Cyagen. Accordingly, C57BL/6 J mice (strain no. N000013) were used as WT mice. To generate Chi3l1-KpKO mice, *Chi3l1^flox//flox^* mice were crossed with *Clec4f-cre* mice. To generate Clec4f^CreERT2/+^; Rosa26^LSL-tdTomato/+^ mice, Rosa26^LSL-tdTomato/+^ mice were crossed with *Clec4f-cre* mice. To generate Chi3l1-MKO mice, *Chi3l1^flox//flox^* mice were crossed with *Lyz2-cre* mice. Male mice have been the choice in the vast majority of the studies of MASLD reported in the literature (Fu et al., 2024; Jeelani et al., 2024). Therefore, we used male mice in the majority of the experiments presented. All mouse colonies were maintained at the Animal Core Facility of Yunnan University. The animal studies were approved by the Yunnan University Institutional Animal Care and Use Committee (IACUC, Approval No. YNU20220314).

#### Construction of MASLD/MASH mouse model

Mice were provided an HFHC diet (Research Diet, d12108c, 40 kcal% fat and 1.25% cholesterol) for 16 weeks or an MCD diet (Research Diet, A02082002BR) for 6 weeks. Throughout the feeding period, the body weight and food consumption of the mice were observed and recorded weekly. Once the dietary intervention was completed, the mice were euthanized. Liver and murine serum samples were collected for further analysis. Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in the serum, as well as cholesterol (TC) and triglyceride (TG) levels in both serum and liver tissues, were quantified using commercially available kits (Nanjing Jiancheng Bioengineering Institute).

#### Intraperitoneal glucose tolerance test (IGTT) and intraperitoneal insulin tolerance test (ITT)

For the IGTT, the mice were fasted for approximately 13–14 hr while having access to water. They were then intraperitoneally injected with saline containing 20% glucose (1 g/kg of body weight, Cat# 10057153461926). For the ITT, the mice were fasted for approximately 5 hr with access to water. They were then intraperitoneally injected with insulin (0.1 U/mL, 0.75 U/kg of body weight, Cat# 10090506507183). During both tests, the blood glucose levels were measured at 0, 30, 60, 90, and 120 min using a blood glucose meter (Roche ACCU-CHEK Performa). Care was taken to collect blood from the tip of the tail by using gentle movements to avoid stress-induced hyperglycemia. After the tests, the mice were placed in a clean cage with food and water available and monitored for 1 hr. To ensure accurate and reliable results, we conducted any subsequent ITTs at least 1 week after the previous test to avoid any interference.

#### Genotyping

Sample preparation and procedure were conducted as previously described (Chen et al., 2024). Primer sequences are provided in Supplementary file 1.

### Isolation of NPCs and KCs

Hepatic NPCs were isolated as previously described (Shan et al., 2021). In brief, the abdominal cavity of mice was promptly opened, and the hepatic portal vein was located after anesthesia. A soft needle was inserted for perfusion with Perfusion buffer (100 mL 1×HBSS, 200 µL 0.5 mol/L EGTA) for 3–5 min, while the inferior vena cava was cut to clear the liver. Subsequently, Digestion buffer (60 mL 1×HBSS, 120 µL 2 M MgSO_4_, 60 µL 1.25 M CaCl_2_•H_2_O, 0.015 g Collagenase I) was injected at a consistent rate for approximately 15 min. Following perfusion, the liver was delicately transferred into a pre-cooled petri dish with PBS, cut into 2–3 mm fragments, and incubated at 37°C for 15 min in digestion buffer. The liver tissue fluid was then filtered through a 70-µm cell filter and centrifuged at 50 × *g* for 5 min (ac/brake = 0) at 4°C to collect the supernatant. This supernatant underwent centrifugation at 450 × *g* for 5 min (ac/brake = 5) at 4°C to obtain the NPCs population. The NPCs were suspended in a 15 mL centrifuge tube with 4 mL 20% Optiprep solution, followed by centrifugation at 3000 rpm for 17 min (ac/brake = 0) at 4°C. After centrifugation, the cells at the boundary between the Optiprep solution and 1×HBSS buffer were collected into a new tube, supplemented with 1×HBSS buffer, and centrifuged for 5 min at 450 × *g* (ac/brake = 5). RBCs were lysed with 1 mL ACK buffer (150 mM NH4Cl, 10 mM KHCO3, 0.1 mM Na2EDTA, pH = 7.2–7.4), neutralized with 1×HBSS buffer, and centrifuged. The cells were resuspended in cell medium and placed in a 3.5 cm petri dish for 10 min to obtain KCs by washing out un-adherent cells with PBS. The purity and viability of isolated KCs reached 90% and 80%, respectively, which was confirmed by staining with anti-Timd4 antibodies or trypan blue.

### Preparation of bone-marrow-derived macrophages

To obtain BMDMs, femur and tibia bone marrow from healthy male *C57BL6/J* was extracted, resuspended in DMEM/F12 medium (VivaCell, Cat# C3113-0500) containing 10% FBS (VivaCell, Cat# C04001-500) and 20% L929 conditioned medium, seeded in culture dishes, and cultured at 37 °C with 5% CO_2_ in a humidified atmosphere for 7 days. Fresh medium was added on day 4. The cells were maintained in a standard 37 °C in 5% CO_2_ incubator. L929 was a gift from Dr. Guangxun Meng (Hainan Academy of Medical Sciences). Cell identity has been authenticated by the STR profiling. Mycoplasma contamination was tested negative by PCR.

### Flow cytometry

The NPCs were resuspended in fluorescence-activated cell sorting (FACS) buffer, consisting of PBS supplemented with 2% bovine serum albumin. 1 µL of anti-CD16/CD32 antibody (Invitrogen, Cat# 14-0161-86) was added to the cell suspension, and the mixture was incubated at 4°C for 10 min to block any nonspecific binding. After blocking, the Mouse NPCs were labeled with monoclonal antibodies conjugated with fluorescent dyes. This labeling process was carried out at 4°C for 30 min. The labeled cells were washed thrice with cold FACS buffer. The antibodies used for labeling were as follows: anti-mouse F4/80 (APC) (Invitrogen, Cat# 17-4801-82), anti-CD45 (eFluor450; Invitrogen, Cat# 48-0451-82), anti-mouse Tim-4 (PE) (Invitrogen, Cat# 12-5866-82), and anti-mouse CD11b (PerCP/Cyanine5.5; BioLegend, Cat# 101228). All the primary antibodies were used at a dilution of 1:100. The samples were analyzed by flow cytometry using an LSR Fortessa Cell Analyzer (BD Biosciences). The data obtained were further analyzed using FlowJo version 10.0.

### Histology and immunofluorescence

#### H&E staining

Tissues were fixed with buffered 10% paraformaldehyde (Sangon Biotech, Cat# A500684-0500) overnight at 4 °C and embedded in paraffin. Ultra-thin tissue slices (5 μm) were prepared and deparaffinized. H&E staining was performed on the tissue sections, and the slides were examined under a microscope (Olympus, BP80).

#### Immunofluorescence on frozen section

Immunofluorescence staining was conducted on frozen sections of fresh liver tissues. Initially, the tissues were fixed using 2% paraformaldehyde for 1 hr and subsequently dehydrated overnight in a 30% sucrose solution. The following day, tissue embedding was performed using OCT (SAKURA, Cat# 4583), after which ultra-thin sections of 5 μm were sliced. Permeabilization was achieved using 0.02% Triton X-100 for 10 min at room temperature, followed by blocking with 5% normal goat serum (VivaCell, Cat# C2530-0100). Primary antibodies against mouse F4/80 (BioLegend, Cat# 123140, 1:300, Alexa Fluor 594), TIM4 (BioLegend, Cat# 130008, 1:300, Alexa Fluor 647), and Chi3l1 (Abcam, ab180569, 1:400) were then applied. Secondary antibodies (Affinipure Goat Anti-Rabbit 488-conjugated, Jackson ImmunoResearch, 111-545-003, 1:1000 and Goat Anti-Mouse 594-conjugated, Jackson ImmunoResearch, 115-585-003, 1:1000) were used accordingly, with F4/80 and TIM4 antibodies being self-fluorescent and thus not requiring secondary labeling. After washing, the slides were mounted using antifade medium, and nuclei were stained with DAPI. Additionally, TUNEL staining was performed on separate frozen sections of liver tissues. Following fixation with 4% paraformaldehyde and treatment with Proteinase K (20 μg/mL in PBS, BBI, Cat# B600169-0002), the sections were permeabilized with Triton X-100 and blocked with normal goat serum. Subsequently, the sections were incubated with an anti-mouse TIM4 (BioLegend, Cat# 130008, 1:300, Alexa Fluor 647), followed by TUNEL staining (Servicebio, Cat# G1502-100T) according to the manufacturer’s instructions. Nuclei were counterstained with DAPI, and images were captured using a confocal laser scanning microscope (ZEISS, LSM900).

#### Oil Red O staining

Oil Red O staining was conducted on unfixed frozen sections embedded directly in OCT. Frozen sections of the liver were cut at a thickness of 10 μm. After rinsing with water, the sections were immersed in 60% isopropanol for 2 min. Subsequently, the sections were stained with an Oil Red O staining solution (Solarbio, Cat# IO1720) at 37 °C for 10–15 min. Following staining, the sections were immediately placed in 60% isopropanol and washed three to five times to eliminate excess dye solution. Nuclei were counterstained with a hematoxylin staining solution. After rinsing with distilled water, the sections were sealed with glycerol gelatin (Solarbio, Cat# S2150).

#### Sirius red staining

Tissues were fixed with buffered 10% paraformaldehyde (Sangon Biotech, Cat# A500684-0500) overnight at 4 °C and embedded in paraffin. Ultra-thin tissue slices (5 μm) were prepared and deparaffinized. Sirius red staining (Solarbio, Cat# G1472) was performed according to the manufacturer’s instructions, and the slides were examined under a microscope (Olympus, BP80).

#### Immunofluorescent staining on BMDM or KCs

Cells were seeded on coverslips in 12-well plates and treated with or without recombinant murine Chi3l1 (rChi3l1, 100 ng/mL, SB, Cat# 50929-M08H; diluted in PBS) under no glucose or high glucose (25 mM, VivaCell, Cat# C3113-0500) for 24 hr. The cell slides were washed with cold PBS and fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. The cells were permeabilized with 0.02% Triton X-100 for 10 min at room temperature. After blocking with 5% normal goat serum, cells were incubated with primary antibodies anti-STBD1 (Proteintech, Cat# 11842–1-AP, 1:300) overnight at 4°C to label glycogen in the cells. On the second day, after washing with 0.05% PBST, cells were incubated with 594-conjugated Goat Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, 115-585-003, 1:1000) for 1 hr at room temperature. After rinsing with 0.05% PBST, cells were counterstained with DAPI (Beyotime, C1006) and mounted onto slides. Images were captured with an Olympus BP80 microscope. The immunofluorescent staining on KCs follows a similar protocol to that used for BMDM. Primary antibodies against TIM4 (BioLegend, Cat# 130008, 1:300, Alexa Fluor 647) are employed to label KCs.

#### Utilize 2-NBDG to track glucose uptake

To assess glucose uptake, 2-NBDG, a fluorescent glucose derivative, was utilized as a substitute for glucose in detecting glycogen formation within live cells (Liu et al., 2021). Following 12 hr of glucose deprivation, cells were treated with 20 μM 2-NBDG (Invitrogen, Cat# N13195; diluted in PBS) for 6 hr. Post-treatment, cells were fixed with paraformaldehyde and counterstained with DAPI before being mounted onto slides using coverslips. Imaging of the samples was performed using a confocal laser scanning microscope (ZEISS, LSM900), facilitating visualization and analysis of glucose uptake dynamics.

#### Calcein/PI staining

Live cell staining using Calcein/PI was conducted following the manufacturer’s instructions from a commercially available kit (Beyotime, Cat# C2015M). Isolated KCs were seeded in 12-well plates and subjected to various treatments. In one set of experiments, cells were treated with either isopropyl alcohol (1 μL, Sangon Biotech, Cat# A507048-0500) as a control or palmitic acid (800 mM in 1 μL, Sigma, Cat# P0500), or 100 ng/mL rChi3l1 with palmitic acid, all for 24 hr.

### Western blot analysis

The sample preparation and procedure were conducted as previously described (Chen et al., 2024). The following antibodies were used: anti-Caspase-3 (Cell Signaling Technology, Cat# 9662 S, 1:1000), anti-Cleaved Caspase-3 (Cell Signaling Technology, Cat# 9664 S, 1:1000), anti-β-actin (Proteintech, Cat# 66009–1-lg, 1:1000), anti-Chi3l1 (Proteintech, Cat# 21829–1-AP, 1:1000), anti-Albumin (Proteintech, Cat# 21829–1-AP, 1:1000), anti-GAPDH (CWBIO, Cat# cw0100M, 1:1500), anti-α-SMA (Invitrogen, Cat# 50-9760-82, 1:1000). Peroxidase-conjugated Affinipure Goat Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, 115-035-003, 1:2000), Peroxidase-conjugated Affinipure Goat Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, 111-035-003, 1:2000), and Peroxidase-conjugated Affinipure Goat Anti-Rat IgG (H+L) (Jackson ImmunoResearch, 112-035-003, 1:2000) were used for secondary antibody incubation.

### Microscale thermophoresis (MST) assay

The dissociation constant (Kd) for the interaction between Chi3l1 and glucose was determined using a Microscale Thermophoresis (MST) instrument (NanoTemper Technologies). Mouse Chi3l1 protein was labeled with a His-Tag Labeling Kit RED-tris-NTA 2nd Generation (NanoTemper Technologies, Cat# MO-L018) following the manufacturer’s instructions. Briefly, 90 μL of dye solution (final concentration 100 nM) was mixed with 90 μL of purified Chi3l1 protein and incubated at room temperature for 30 min. The mixture was then centrifuged at 15,000 × *g* for 10 min at 4 °C, and the supernatant was collected for subsequent binding assays. Serial dilutions of glucose were prepared in 1×PBS T buffer (1×PBS containing 0.05% Tween-20, pH 7.4) to generate 16 concentration gradients. Equal volumes of labeled Chi3l1 protein were added to the diluted glucose solutions and incubated at room temperature in the dark for 30 min. The samples were loaded into premium capillaries (NanoTemper Technologies, Cat# MO-K022), and MST measurements were performed at 25 °C using medium MST power and 100% excitation power. Data were collected and analyzed using MO.Affinity Analysis Software (version 2.3) to calculate the dissociation constant (Kd).

### Biotin-glucose pull-down assay

Biotin-glucose chemical synthesis and biotin-glucose pull-down assays were conducted according to the established protocols (Chen et al., 2023). In summary, Magic Dynabeads M-280 Streptavidin (Invitrogen, Cat# 11205D) was pre-incubated with either free biotin or biotin-labeled glucose at 4 °C for 1 hr. Next, the beads were incubated with serum from mice fed HFHC diet for 16 weeks overnight at 4 °C. Afterward, the beads were washed six times with wash buffer and subjected to immunoblotting.

### Preparation of single-cell RNA-seq library and data analysis

After isolating single NPCs following the procedure described above, the cells were captured using the BD Rhapsody system (BD Biosciences, Cat# 633731). Subsequently, the captured single cells underwent whole transcriptome amplification following the BD Rhapsody workflow (BD Biosciences, Cat# 633733). Transcriptome libraries were then prepared from the amplified cDNA using the library preparation protocols provided by BD Rhapsody (BD Biosciences, Cat# 633801). Quality control checks (Revvity) were conducted on the prepared libraries to ensure proper amplification and library construction. Finally, the libraries were sequenced using BD platforms.

The scRNA-seq data were processed and analyzed using R (version 4.0.5) and the R/Seurat package (version 4.2.3). To ensure data quality, low-quality cells, empty droplets, and cells from multiplexed captures were excluded based on the distribution of unique genes detected in each cell. Additionally, genes expressed in fewer than three cells in a sample were excluded. Cells with fewer than 200 genes or more than 4000 genes were excluded, and cells with a mitochondrial gene fraction exceeding 25% were removed. After quality control, datasets from different batches were normalized using SCTransform. For the integrated data, reciprocal PCA-based integration was performed using the FindIntegrationAnchors and IntegrateData functions. Subsequent clustering was conducted using the FindClusters function with resolution values of 0.8 or 1.0, depending on the dataset. Normalization accounted for total unique molecular identifier (UMI) and mitochondrial gene content, and analysis was performed using the 4000 most variable genes. Visualization of the clustered data was achieved using Uniform Manifold Approximation and Projection (UMAP).

To identify cluster biomarkers, we utilized the Find Markers function and Find All Markers function in Seurat, setting a minimum percentage of expression (min.pct) of 0.1 and a log-fold change threshold (logfc.threshold) of 0.25. Cell types were annotated using marker genes with CellMaker 2.0. Subsequently, remaining cells associated with KCs and monocytes were extracted and reclustered. We conducted re-normalization, RPCA-based integration, and cluster stability analysis, determining an optimal resolution of 0.5 or 0.3, depending on the dataset. Cell annotations were based on known cell-lineage-specific marker genes (Li et al., 2023). For differential gene and pathway analysis, differential expression analysis between groups such as NCD and HFHC or NCD, WT HFHC, and *Chi3l1^-/-^* HFHC was performed using the Find Markers function. Pathway analysis utilized the KEGG, while gene ontology (GO) analysis was conducted using the cluster Profiler package to explore functional categories associated with differentially expressed genes. The most highly enriched pathways were identified using the enrich GO and enrich KEGG functions from the cluster Profiler package. Additionally, GSVA was employed to explore associations between cell death and other pathways, utilizing the gsva function from the GSVA R package. Pathways were visualized using the pheatmap R package.

### Extracellular acidification rate (ECAR) measurement

The ECAR measurements were conducted according to the manufacturer’s instructions (Agilent, Cat# 103020–100). Briefly, mature BMDM were cultured in a Seahorse XF24 cell culture plate. After 12 hr of culture, the DMEM culture medium was pre-treated for 24 hr. 1 hr before the analysis, the culture medium was changed to the corresponding XF basal medium (Agilent, Cat#103334–100) supplemented with glutamine (the final concentration was 2 mmol/L, Agilent, Cat#103579–100), and the culture plates were incubated at 37 °C without CO_2_. Compounds were added in the following order: 10 mM glucose, 1.0 mM oligomycin, and 50 mM 2-deoxyglucose. Measurements were conducted using a Seahorse XF24 analyzer (Agilent Technologies). After completing the SeahorseXF glycolytic stress test, basic glycolytic ability and total glycolytic ability were calculated based on the generated report.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from cultured cells or ground tissues using TRIzol reagent (Invitrogen, Cat# 15596018) according to the manufacturer’s instructions. Briefly, lysates were centrifuged at 12,000 × *g* for 10 min at 4 °C, and the supernatant was transferred to a new tube. Chloroform (200 μL) was added, mixed thoroughly, and incubated at room temperature for 10 min, followed by centrifugation. The aqueous phase was collected, mixed with an equal volume of isopropanol, and incubated for 10 min at 4 °C to precipitate RNA. After centrifugation, the pellet was washed twice with 75% ethanol, air-dried for 10 min at room temperature, and dissolved in RNase-free water. RNA concentration and purity were assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Complementary DNA (cDNA) was synthesized from total RNA using the PrimeScript RT Reagent Kit (Takara, Cat# 6210B) following the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was performed using SYBR Green Master Mix (Thermo Fisher, Cat# A25742) in triplicate on a QuantStudio 1 Real-Time PCR System (Life Technologies, Grand Island, NY, USA). Relative gene expression was calculated using the ΔΔCt method, and primer sequences are listed in Supplementary file 2.

### In vivo glucose uptake assay

In vivo glucose uptake was assessed as previously described (Shi et al., 2025). Mice were fasted for 16 hr and subsequently refed. At 45 min after refeeding, mice were intraperitoneally injected with 2-NBDG (100 μL, 12 mg/kg body weight). Mice were euthanized 10 min post-injection, and liver tissues were collected for analysis. For quantification of total glucose uptake, weighed portions of liver tissue were homogenized in cell lysis buffer (150 mM NaCl, 50 mM HEPES, pH 7.4, 1% Triton X-100). After centrifugation, 2-NBDG fluorescence intensity in the supernatant was measured using a microplate reader (excitation/emission: 465/540 nm). For histological analysis, liver samples were dehydrated overnight in 30% sucrose, embedded in OCT compound (SAKURA, Cat# 4583), and sectioned at 5 μm thickness. Sections were permeabilized with 0.02% Triton X-100 for 10 min at room temperature and blocked with 5% normal goat serum (VivaCell, Cat# C2530-0100). KCs were identified using an anti-TIM4 antibody (BioLegend, Cat# 130008; 1:300, Alexa Fluor 647). Nuclei were counterstained with DAPI, and images were acquired using a confocal laser scanning microscope (ZEISS LSM900).

### Data analysis from Gene Expression Omnibus (GEO) database

The mRNA expression of Chi3l1 was analyzed using liver tissue sequencing data obtained from the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo). The dataset consisted of global RNA sequencing results from 51 patients with MASLD and 47 patients with MASH. The accession number for this dataset was GSE167523. Additionally, RNA sequencing results from the same database were obtained for liver tissues from 5 patients without MASLD, 15 patients with MASLD, and 10 patients with MASH (accession number: GSE207310). Liver tissue sequencing data from 78 patients with MASLD were obtained from a database. This included 20 patients without MASH and 58 patients with MASH (accession number: GSE130970).

### Statistical analysis

Data are presented as mean ± SEM in all graph figures. Statistical analyses were conducted using the SPSS Statistics software (Version 22). To compare the two groups, an unpaired two-tailed Student's t-test was used. One-way analysis of variance (ANOVA) was performed for comparisons involving three or more groups. For patients with MASLD liver, the samples were tested using the Mann-Whitney test. Statistical significance was set at p<0.05 and p value is indicated. All cell culture results represent at least three independent experiments.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files; source data files have been provided. All reagents developed in this study are available upon reasonable request. The raw single-cell RNA sequencing data have been deposited in the GEO database (accession number: GSE275551). The following dataset was generated: StankeviciusV SuziedelisK 2025Gene expression profile of two colorectal cancer HT29 and DLD-1 cell lines cultivated in 2-dimensional or 3-dimensional cell culture enriched with laminin rich extracellular matrix proteinsNCBI Gene Expression OmnibusGSE75551

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Mouse monoclonal anti-TIM4 (Alexa Fluor 647) antibody	Biolegend	Cat# 130008; RRID:AB_2271648	IF (1:300)
Antibody	Mouse monoclonal anti-β-actin antibody	Proteintech	Cat# 66009–1-lg; RRID:AB_2687938	WB (1:1000)
Antibody	Cleaved caspase-3 rabbit antibody	Cell Signalling Technology	Cat# 9664 S; RRID:AB_2070042	IF (1:300), WB (1:1000)
Antibody	Caspase-3 rabbit antibody	Cell Signalling Technology	Cat# 9662 S; RRID:AB_331439	WB (1:1000)
Antibody	Rabbit polyclonal anti-YKL-40/CHI3L1 antibody	Abcam	Cat# ab180569; RRID:AB_2891040	IF (1:400)
Antibody	Anti-alpha-smooth muscle actin	Invitrogen	Cat# 50-9760-82; RRID:AB_2574362	WB (1:1000)
Antibody	GAPDH monoclonal antibody	Proteintech	Cat# 60004–1; RRID:AB_2107436	WB (1:1500)
Antibody	Albumin antibody	Cell Signaling	Cat# 4929 s; RRID:AB_2225785	WB (1:1000)
Antibody	Alexa Fluor 594 anti-mouse F4/80	BioLegend	Cat# 123140; RRID:AB_2563241	IF (1:300)
Antibody	Anti-STBD1 rabbit	Proteintech	Cat# 11842–1-AP; RRID:AB_2197523	IF (1:300)
Antibody	Rat monoclonal anti-F4/80 (APC) antibody	Invitrogen	Cat# 17-4801-82; RRID:AB_2784648	Flow cytometry (1:100)
Antibody	Rat monoclonal anti-CD45 (eFluor450) antibody	Invitrogen	Cat# 48-0451-82; RRID:AB_1518806	Flow cytometry (1:100)
Antibody	Rat monoclonal anti-TIM-4 (PE) antibody	Invitrogen	Cat# 12-5866-82; RRID:AB_1257163	Flow cytometry (1:100)
Antibody	Rat monoclonal anti-CD16/CD32	Invitrogen	Cat# 14-0161-86; RRID:AB_467135	Flow cytometry (1:100)
Antibody	Rat monoclonal anti-CD11b (PerCP/Cyanine5.5) antibody	Biolegend	Cat# 101228; RRID:AB_893232	Flow cytometry (1:100)
Antibody	Ly-6G monoclonal antibody (1A8-Ly6g) PE-Cyanine7	Invitrogen	Cat# 25-9668-82; RRID:AB_2811793	Flow cytometry (1:100)
Antibody	Peroxidase-conjugated affinipure goat anti-rabbit IgG (H+L)	Jackson	Cat# 111-035-003; RRID:AB_2313567	WB (1:2000)
Antibody	Peroxidase-conjugated affinipure goat anti-mouse IgG (H+L)	Jackson	Cat# 115-035-003; RRID:AB_10015289	WB (1:2000)
Antibody	Alexa Fluor 488-conjugated affinipure goat anti-mouse IgG +IgM(H+L)	Jackson	Cat# 115-545-044; RRID:AB_2338844	IF (1:1000)
Antibody	Alexa fluor 568-goat anti-rabbit IgG (H+L) cross-adsorbed secondary antibody	Invitrogen	Cat# A11011; RRID:AB_143157	IF (1:1000)
Chemical compound, drug	FBS	VivaCell	Cat# C04001-500	
Chemical compound, drug	PBS	VivaCell	Cat# C3580-0500	
Chemical compound, drug	DMEM (high glucose)	VivaCell	Cat# C3113-0500	
Chemical compound, drug	DMEM (no glucose)	Sigma	Cat# D5030	
Chemical compound, drug	Sodium pyruvate	Sangon Biotech	Cat# A501259-0100	
Chemical compound, drug	Penicillin-streptomycin solution	VivaCell	Cat# C3421-0100	
Chemical compound, drug	Cell dissociation solution	Sartorius	Cat# 03-079-1B	
Chemical compound, drug	β-Mercaptoethanol	Sigma	Cat# M3148	
Chemical compound, drug	Eosin Y (water soluble)	Aladdin	Cat# E141405	
Chemical compound, drug	Hematoxylin	BBI	Cat# A600701-0050	
Chemical compound, drug	Oil Red O	Solarbio	Cat# IO1720	
Chemical compound, drug	Sirius red	Sangon Biotech	Cat# A500684-0500	
Chemical compound, drug	High effect paraffin cere sin	Shanghai Hualing Rehabilitation Equipment Manufacturing Plant	Cat# N/A	
Chemical compound, drug	10% Neutral formalin fix solution	BBI	Cat# E672001-0500	
Chemical compound, drug	Xylene	Tianjin Zhiyuan Chemical Reagents Co., Ltd	Cat# N/A	
Chemical compound, drug	Neutral balsam	Solarbio	Cat# G8590	
Chemical compound, drug	Isopropanol	Sangon Biotech	Cat# A507048-0500	
Chemical compound, drug	Tissue-tek OCT compound	SAKURA	Cat# REF:4583	
Chemical compound, drug	Paraformaldehyde	Sangon Biotech	Cat# A500684-0500	
Chemical compound, drug	Acetone	Chron Chemicals	Cat# N/A	
Chemical compound, drug	Sucrose	Sangon Biotech	Cat# A502792-0005	
Chemical compound, drug	Triton X-100	BBI	Cat# A600198-0500	
Chemical compound, drug	Goat serum	VivaCell	Cat# C2530-0100	
Chemical compound, drug	Tween20	BBI	Cat# A600560-0500	
Chemical compound, drug	DAPI staining solution	Beyotime	Cat# C1006	
Chemical compound, drug	Omni-Easy one-step PAGE gel fast preparation kit	Epizyme	Cat# PG213	
Chemical compound, drug	SDS	BBI	Cat# A600485-0500	
Chemical compound, drug	Glycine	BBI	Cat# A502065-0005	
Chemical compound, drug	Tris	Solarbio	Cat# T8060	
Chemical compound, drug	Methanol	Ghtech	Cat# N/A	
Chemical compound, drug	Non-fat powdered milk	BBI	Cat# NON-Fat Powdered Milk	
Chemical compound, drug	Collagenase, type 1	Diamond	Cat# A004194-0001	
Chemical compound, drug	Cytiva Percoll Centrifugation Media	Cytiva	Cat# 17089101	
Chemical compound, drug	Heparin sodium from porcine intestinal	Sangon Biotech	Cat# A603251-0001	
Chemical compound, drug	1 M HEPES	Solarbio	Cat# H1095	
Chemical compound, drug	Optiprep	Serumwerk Bernburg	Cat# 1893	
Chemical compound, drug	DNaseI, RNase-free	Thermo	Cat# EN0521	
Chemical compound, drug	CaCl2	Ghtech	Cat#10043-52-4	
Chemical compound, drug	MgSO4·7H2O	Sangon Biotech	Cat# A610329-0500	
Chemical compound, drug	Trizol reagent	Invitrogen	Cat# 15596018	
Chemical compound, drug	UltraPure DNase/RNase-free distilled water	Invitrogen	Cat# 10977015	
Chemical compound, drug	Trichloromethane	Chron Chemicals	Cat# N/A	
Chemical compound, drug	PowerUp SYBR Green Master Mix	Applied biosystems	Cat# A25742	
Chemical compound, drug	DEPC水	Biosharp	Cat# 701062	
Chemical compound, drug	MgCl_2_	Ghtech	Cat# N/A	
Chemical compound, drug	KCl	Sangon Biotech	Cat# A501159-0500	
Chemical compound, drug	NaHCO_3_	Sangon Biotech	Cat# A500873-0500	
Chemical compound, drug	NaOH	BBI	Cat# A620617-0500	
Chemical compound, drug	Palmitic acid	Sigma	Cat# P0500	
Chemical compound, drug	DMSO	Sangon Biotech	Cat# A100231-0500	
Chemical compound, drug	Proteinase K solution (20 mg/mL)	BBI	Cat# B600169-0002	
Chemical compound, drug	Glycerol gelatin aqueous slide mounting medium	Solarbio	Cat# S2150	
Chemical compound, drug	XF basal medium	Agilent	Cat#103334–100	
Chemical compound, drug	XF 200 mmol/L glutamine solution	Agilent	Cat#103579–100	
Chemical compound, drug	BD Pharmingen Stain Buer (FBS)	BD Biosciences	Cat# 554656	
Chemical compound, drug	Draq7	BD Biosciences	Cat# 564904	
Chemical compound, drug	High-fat rodent diet with 1.25%cholesterol	Research diet	Cat# d12108c	
Chemical compound, drug	Methionine and choline-deficient diet	Research Diet	Cat# A02082002BR	
Chemical compound, drug	Proteinase K solution (20 mg/mL)	BBI	Cat# B600169-0002	
Chemical compound, drug	Glycerol Gelatin aqueous slide mounting medium	Solarbio	Cat# S2150	
Chemical compound, drug	XF basal medium	Agilent	Cat#103334–100	
Chemical compound, drug	XF 200 mmol/L Glutamine solution	Agilent	Cat#103579–100	
Chemical compound, drug	BD Pharmingen Stain Buer (FBS)	BD Biosciences	Cat# 554656	
Chemical compound, drug	Draq7	BD Biosciences	Cat# 564904	
Chemical compound, drug	Dynabeads M-280 streptavidin	Invitrogen	Cat# 11205D	
Chemical compound, drug	2-NBDG	Invitrogen	Cat# N13195	
Peptide, recombinant protein	Recombinant mouse Chi3l1	SB	Cat# 50929-M08H	
Commercial assay or kit	TMR (red) Tunel cell apoptosis detection kit	Servicebio	Cat# G1502-100T	
Commercial assay or kit	Calcein/PI cell viability /cytotoxicity assay kit	Beyotime	Cat# C2015M	
Commercial assay or kit	Alanine aminotransferase assay kit	Nanjing Jiancheng Bioengineering Institute	Cat# C009-2-1	
Commercial assay or kit	Aspartate aminotransferase assay kit	Nanjing Jiancheng Bioengineering Institute	Cat# C010-2-1	
Commercial assay or kit	Total cholesterol assay kit	Nanjing Jiancheng Bioengineering Institute	Cat# A111-1-1	
Commercial assay or kit	Triglyceride assay kit	Nanjing Jiancheng Bioengineering Institute	Cat# A110-1-1	
Commercial assay or kit	Seahorse XF glycolysis stress test kit	Agilent	Cat# 103020–100	
Commercial assay or kit	PrimeScript II 1st strand cDNA synthesis kit	TaKaRa	Cat# 6210B	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	https://www.graphpad.com
Software, algorithm	Flowjo V10	Flowjo Software	RRID:SCR_008520	https://www.flowjo.com/
Software, algorithm	ImageJ	National Institutes of Health	RRID:SCR_003070	https://imagej.nih.gov/ij/
Software, algorithm	SPSS	IBM SPSS software	RRID:SCR_002865	https://www.ibm.com/
Software, algorithm	Seahorse wave	Agilent Technologies	RRID:SCR_024491	https://www.agilent.com/
Software, algorithm	Zen microscope software	ZEISS	RRID:SCR_013672	https://www.zeiss.com.cn/
Cell line (*Mus musculus*, male)	NCTC clone 929 (L-929)	ATCC	CCL-1 RRID:CVCL_0462	L929 was a gift from Dr. Guangxun Meng (Hainan Academy of Medical Sciences)
Strain, strain background (*Mus musculus*, male)	*Chi3l1^-/-^*	GemPharmatech Co., Ltd.	RRID:IMSR_GPT:T014402	Genetic modification: constitutive knockout
Strain, strain background (*Mus musculus*, male)	*Chi3l1^flox/flox^*	GemPharmatech Co., Ltd.	RRID:IMSR_GPT:T013652	Genetic modification: floxed allele (homozygous)
Strain, strain background (*Mus musculus*, male)	*Clec4f cre*	GemPharmatech Co., Ltd.	RRID:IMSR_GPT:T036801	Genetic modification: Cre recombinase transgene under Clec4f promoter
Strain, strain background (*Mus musculus*, male)	*Lyz2 cre*	GemPharmatech Co., Ltd.	RRID:IMSR_GPT:T003822	Genetic modification: Cre recombinase transgene under Lyz2 promoter
Strain, strain background (*Mus musculus*, male)	Rosa26^LSL-tdTomato/+^	Jackson Laboratory	RRID:IMSR_JAX:007909	Genetic modification: Conditional tdTomato reporter
Other	Bone-marrow-derived macrophage (BMDM)	This paper	PMID:42187013	Strain: C57BL/6 J
Other	Kupffer cell (KC)	This paper	PMID:42187013	Strain: C57BL/6 J

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 1—source data 2.

## Raw unedited membranes

**Figure 1C**

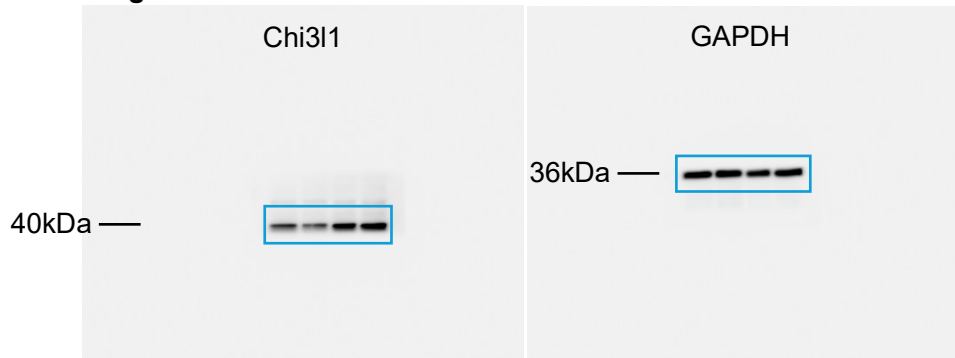

**Figure 1D**

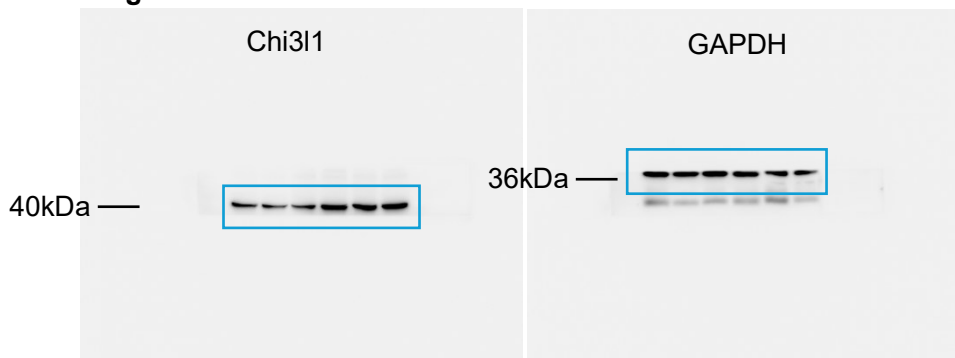

Figure 1-Source Data 2. Original membranes corresponding to Figure 1C and 1D. Chi3l1 in isolated Kupffer cells (KCs, Figure 1C) from mice fed either NCD or HFHC diet; The lower membranes show whole liver tissue (Liver, Figure 1D) from mice fed either NCD (first three lanes) or HFHC (lanes 4, 5, and 6) diet.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 1—figure supplement 1—source data 2.

## Raw unedited membranes

**Figure 1-Figure supplement 1B**

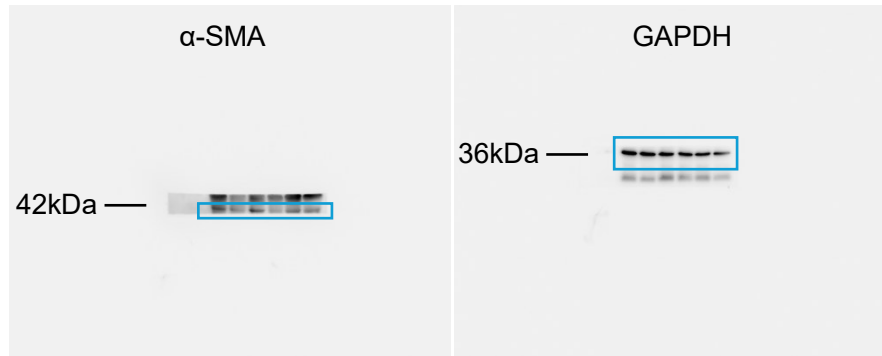

Figure 1-Figure supplement 1-Source Data 5. Original membranes corresponding to Figure 1-Figure supplement 1B.  $\alpha$ -SMA expression in whole liver lysates from NCD-and HFHC-fed mice.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 2—figure supplement 1—source data 2.

## Raw unedited membranes

Figure 2-Figure supplement 1C

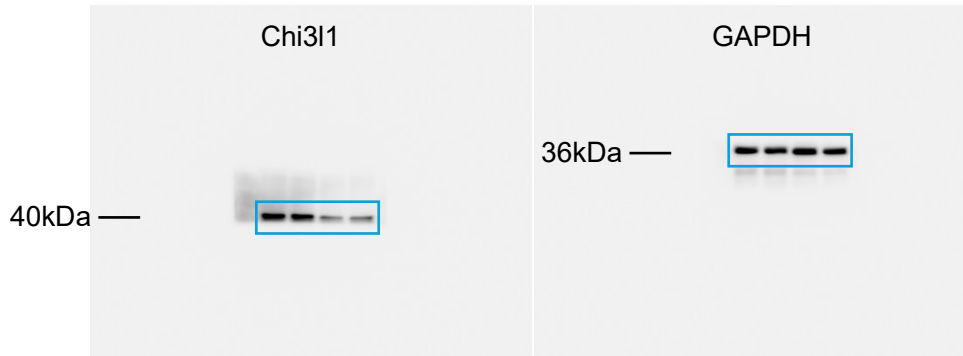

Figure 2-Figure supplement 1-Source Data 3. Original membranes corresponding to Figure 2-Figure supplement 1C. Chi3l1 expression in isolated KCs of Chi3l1<sup>fl/fl</sup> (first two lanes) and Chi3l1-KpKO (lanes 3 and 4) mice.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 3—source data 2.

# Raw unedited membranes

Figure 3B

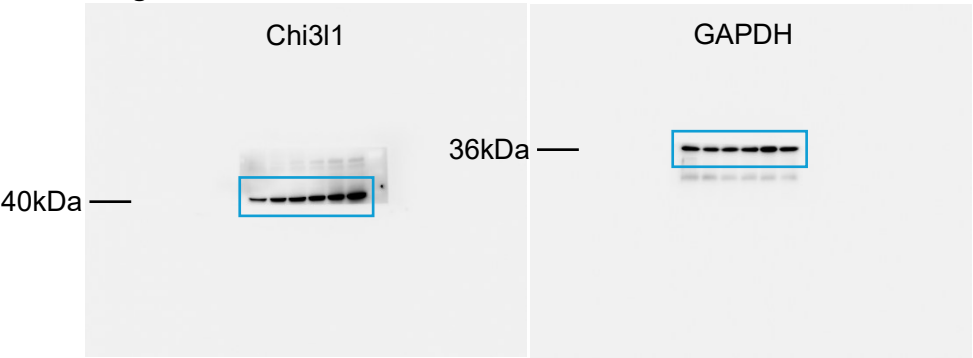

Figure 3-Source Data 2. Original membranes corresponding to Figure 3B. Chi3l1 expression in whole liver tissues under NCD (first three lanes) and MCD (lanes 4, 5, and 6) diets.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 3—figure supplement 1—source data 2.

## Raw unedited membranes

**Figure 3-Figure supplement 1C-BMDM**

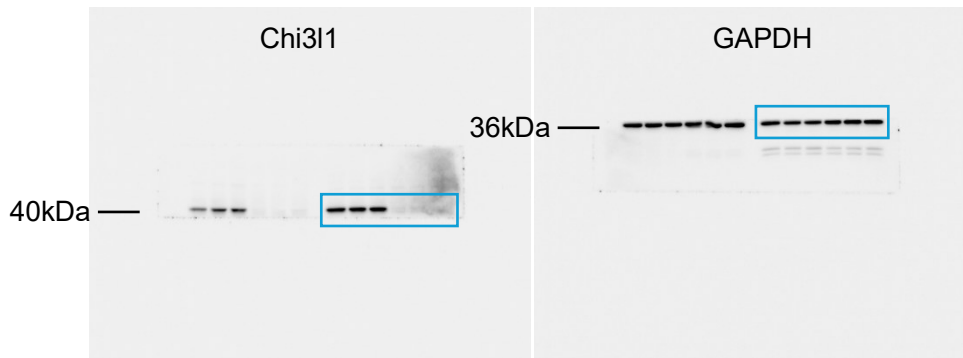

**Figure 3-Figure supplement 1C -KCs**

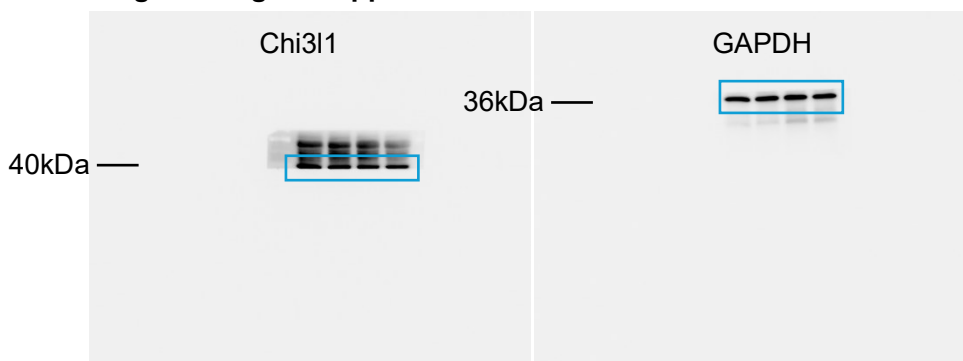

Figure 3-Figure supplement 1-Source Data 5. Original membranes corresponding to Figure 3-Figure supplement 1C. Chi3l1 in BMDM (Figure 1C) from Chi3l1<sup>fl/fl</sup> and Chi3l1-MKO mice. The lower membranes show primary KCs (Figure 1C) from Chi3l1<sup>fl/fl</sup> and Chi3l1-MKO mice.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 6—source data 2.

## Raw unedited membranes

**Figure 6D**

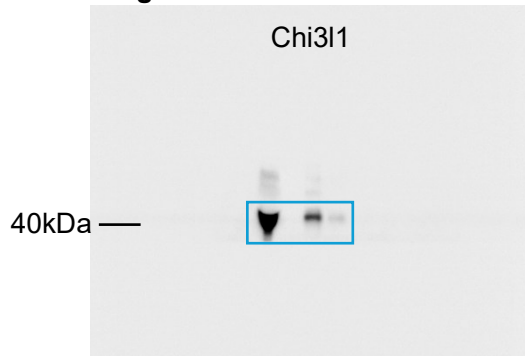

**Figure 6F**

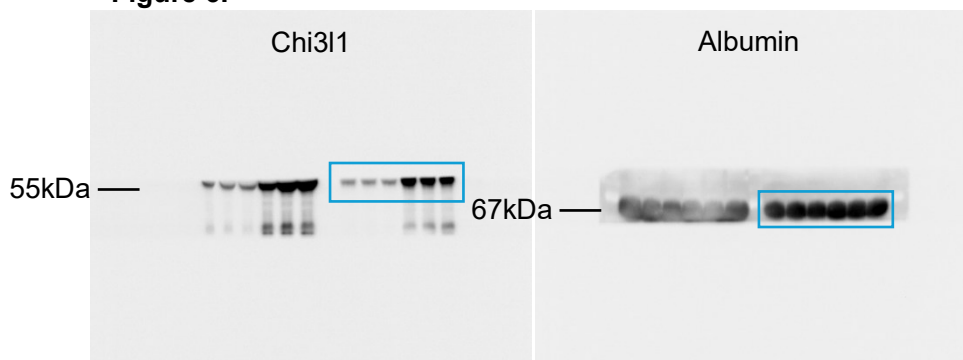

Figure 6-Source Data 2. Original membranes corresponding to Figure 6D and 6F. Western blot was performed to examine Chi3l1 in the precipitate(Figure 6D). Biotin-conjugated glucose was incubated with murine serum from mice fed with HFHC for 16 weeks (lane 3). Biotin or biotin-conjugated glucose plus glucose were used as negative controls (lane 4). Lower membranes show murine serum (Figure 6F) before (first three lanes) and after (lanes 4, 5, and 6) HFHC feeding.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Figure 7—source data 2.

## Raw unedited membranes

**Figure 7E**

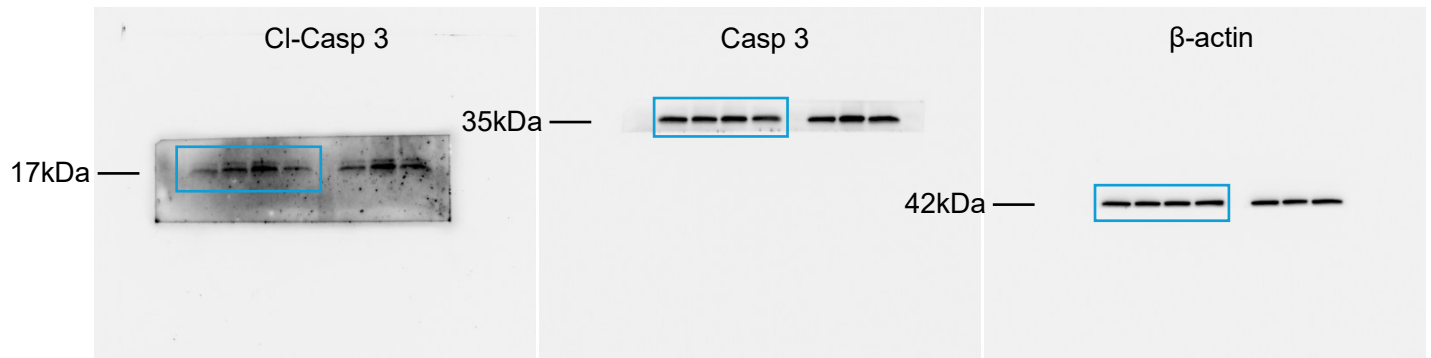

Figure 7-Source Data 2. Original membranes corresponding to Figure 7E. Western blot was performed to detect cleaved caspase 3 (CI-Casp3) and Casp3. KCs were treated without (blank, lane 1) or with either Isopropyl alcohol (Iso, lane 2) or 800uM palmitic acid (PA, lane 3) or 100ng rChi3l1 with 800 uM PA(lane 4) for 24 h.

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Supplementary file 1.

**Supplementary file 1**

**PCR primer sequences for genotyping**

| Aim genes | PCR No. | Primer No. | Sequence | Band Size |
| --- | --- | --- | --- | --- |
| *Chi3l1^flox//flox^* | 1. 5’arm | F1(JS05000-*Chi3l1*-5wt-tF1) | CTTGTTCAGCCAAGGTGATGGGTA | WT:270bp targeted:375bp |
|  |  | R1(JS05000-*Chi3l1*-5wt-tR1) | CTACCTGATTGCTGGGGCTCATTA |  |
|  | 1. 3’arm | F2(JS15000-*Chi3l1*-3wt-F1) | CCAGTATTTAGAGGCAGAGAGATGGTG | WT:283bp targeted:384bp |
|  |  | R2(JS15000-*Chi3l1*-3wt-R1) | CTCGAATTCAGAAATCTGCCTGCCT |  |
| *Chi3l1^-/-^* |  | F1(JS05000-*Chi3l1*-5wt-tF1) | CTTGTTCAGCCAAGGTGATGGGTA | WT: 2960 bp  Targeted: ~256 bp |
|  |  | R1(JS05000-*Chi3l1*-3wt-tR1) | CTCGAATTCAGAAATCTGCCTGCCT |  |
|  |  | F2(JS15000-*Chi3l1*-wt-F1) | CTGTTAGTTGCACCTTGGAGCAGTCA | WT: 309 bp  Targeted:0 bp |
|  |  | R2(JS15000-*Chi3l1*-wt-R1) | CAGATATAGGAGAACATCCAGTCTGGG |  |
| *Clec4f*  *Cre* | ①5'arm | GPS00003712-*Clec4f*-wt-tF1 | CCCATCCTGAGGTCTCTTTATGC | WT:0bp Targeted:258bp |
|  |  | IRES-tR2 | TAGAGTCCAGATCTTCCGGGTAC |  |
|  | ②3'arm | iCre-tF1 | GGCTGGACCAATGTGAACATTG | WT:0bp Targeted:265bp |
|  |  | GPS00003712-*Clec4f*-wt-tR1 | TATTGAGGGCTTATCTGGGCAG |  |
|  | ③WT | GPS00003712-*Clec4f*-wt-tF1A | GGAGAGCGAGAAGACTGTGTTCAC | WT:250bp Targeted:1927bp |
|  |  | GPS00003712-*Clec4f*-wt-tR1A | GACTCCAATGCAGGGCTTGTCT |  |
| *Lyz2*  *Cre* | ①5'arm | F1 | AGTGCTGAAGTCCATAGATCGG | WT:0bp Targeted:258bp |
|  |  | R1 | CTGATTCTCCTCATCACCAGG |  |
|  | ②WT | F2 | AGTGCTGAAGTCCATAGATCGG | WT:0bp Targeted:265bp |
|  |  | R2 | GTCACTCACTGCTCCCCTGT |  |

# Supplementary material for: Differential regulation of hepatic macrophage fate by Chi3l1 in metabolic dysfunction-associated steatotic liver disease
**Source:** eLife. 2026 Jun 26;14:RP107023. doi: 10.7554/eLife.107023
**Supplement:** Supplementary file 2.

**Supplementary File 2**

**qPCR primers**

| Targeted gene | Primer | Sequence |
| --- | --- | --- |
| musChi3l1 | F(5‘-3’) | AGAAACACCAACCTGAAGACC |
|  | R(5‘-3’) | CCCATCAAAGCCATAAGAACG |

How the deposited data were processed for this re-analysis (not part of the article)

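Single liver non-parenchymal cells of mice were measured by BD Rhapsody whole-transcriptome sequencing in 2 libraries. One is mapped to wild-type mice on the NCD, by elimination, and the other holds wild-type and Chi3l1-/- mice on the HFHC diet together. According to the file headers, the authors made the counts with the BD Rhapsody pipeline on GENCODE annotation of the mouse genome build GRCm38: they are molecules (UMIs) per cell and gene after error correction, for the cells that the pipeline called. In both files all values are whole numbers and the totals of cells differ, so that cells are not scaled to a total. The aligner's settings are not stated in the headers.

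The NCD library held 53720863 UMIs in 30734 cells and the HFHC pool 71981673 UMIs in 21601 cells. Cells with 200 to 4000 genes and a mitochondrial share of UMIs of at most 25% were kept, both limits included. This left 49509045 UMIs in 23346 cells and 52044785 UMIs in 19625 cells. Each library was normalized with SCTransform (sctransform 0.4.2) on 4000 variable genes with the mitochondrial share regressed out. The libraries were integrated by reciprocal PCA in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) with 30 principal components, and clustered with 20 neighbours, a resolution of 0.8 and a seed of 42. Genes needed a UMI in at least 3 cells. Clusters of monocytes and macrophages were normalized, integrated and clustered again at a resolution of 0.5.

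Marker genes of each cell type were fixed before the data were examined. A cluster took the name of the type with the highest mean log2 score of its markers over the other clusters. The name needed a score of at least 1, with at least 3 markers detected in 10% of its cells. A cluster meeting both still stayed unnamed where another type's markers outnumbered those of its best type among its 10 leading genes. It also did where its cells were shallow for their libraries and none of these genes was a marker of that type. Without integration, for example, a cluster of 386 cells of the pool scored 2.09 for KCs with 12 markers detected, and stayed unnamed by these rules. A cluster of the second clustering in which markers of another type scored at least 2 was called mixed and left out. These thresholds, the choice of clusters for the second clustering and the rule on mixed clusters were set after the clusters were seen. Shares of cells have exact binomial 95% intervals and summed UMIs exact Poisson 95% intervals, which cover counting error only.

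For the comparison of diets within a class, and of KCs and monocytes with MoMFs within a library, UMIs were summed over cells, scaled to CPM and compared as log2 ratios with 1 UMI added, over genes with at least 100 UMIs in both groups together. The gene lists were written by hand for glycolysis, the pentose phosphate pathway, oxidative phosphorylation, the TCA cycle, glucose transporters, apoptosis, apoptosis inhibitors, necroptosis, ferroptosis, neutrophil extracellular trap formation, the cell cycle, DNA replication, the lysosome, and phagocytosis and efferocytosis. Further lists cover lipid-associated macrophages, tissue dissociation, hepatocytes, and the pro-apoptotic genes and repressors of Figure 5B. A list's median was set against 10000 random lists, drawn for each gene from the 50 genes nearest in expression. Across single cells, Spearman's rho of the UMIs of list pairs was computed after each cell was thinned to 2000 UMIs, beside 1000 pairs with random lists. With 1 library per condition no test was made, and cells were not treated as replicates.

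The genes named are those the paper names in its single-cell results or shows in Figures 4C and 5B, Chil1, and for each class the 5 genes with the highest and the 5 with the lowest ratio of the HFHC pool over the NCD library, among genes with at least 100 UMIs in both libraries together and 10 in each. Genes named outside this rule, as leaders of clusters and in the closing section, were chosen after their values were seen.

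The alternatives were a mitochondrial limit of 10%, no upper limit on genes, no filter on cells, removal of the doublets that Scrublet calls (scanpy 1.11.5, scikit-image 0.26.0), no integration, resolutions of 1.0 and 0.3, and classes from each cell's own marker UMIs. For the lists they were scaling by the median of gene ratios, thinned cells, the mean of a list, GSVA scores (gseapy 1.3.1), a minimum of 20 UMIs, Reactome lists, and the other genes of KEGG's glycolysis map. For the correlations they were no thinning and thinning to 1000 UMIs. The setting without integration also used log-normalization of the merged libraries in place of SCTransform, so that its values cannot be credited to integration alone. Strict limits of the filter, mixed clusters kept, no upper limit on genes for the shares and lists, the intermediate cluster (monocytes that also carried MoMF markers) counted as MoMFs, and unnamed clusters counted in the class they scored highest for (with a score of at least 1, and without integration also with no minimum) were added after seeing the data. Scaling by the median of gene ratios moves all genes alike and cannot change a place among random lists, and GSVA scores have no random lists. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19 and matplotlib 3.10.9.

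The comparisons were tested on simulated data drawn from the depths of these libraries. All genes simulated with a 2-fold change had the simulated direction, and 8 of 200 lists of unchanged genes lay outside the middle 95% of random lists. Both simulated libraries came from the same profile of NCD KCs, with each gene drawn independently. The simulation thus says nothing of lists whose genes vary together, of other differences between the libraries, or of changes below 2-fold. List pairs simulated without a relation correlated at 0.833 with all UMIs and at -0.0590 after thinning, and pairs simulated with a strong shared factor at 0.785 after thinning. Comparisons of Chi3l1-/- with wild-type KCs were left out, because cells of the pool carry no genotype here. The sample tag library was not used here.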

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

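The tests of the T cell cluster and of the genes of lipid-associated macrophages were chosen only after these results were seen, and those of the dissociation list were chosen before. The test for MoMFs among KCs was changed after its first values were seen, from the level of the genes to their rise over the NCD library, which is the harder test for these genes to pass.

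A signal appeared in cells the paper does not report on. A cluster of T cells led by Gzmk, Coch and Pdcd1, with Cd8a, Tox, Tigit and Lag3, held 13.9% (95% CI 12.6 to 15.3%) of the T cells of the HFHC pool and 1.11% (0.759 to 1.56%) of those of the NCD library. The tables argue against a difference in depth. With each T cell thinned to 2000 UMIs, a Cd8a or Cd8b1 UMI together with a Pdcd1, Lag3, Tigit or Gzmk UMI was found in 17.1% (15.6 to 18.7%) of the pool's T cells and in 0.580% (0.234 to 1.19%) of those of the NCD library. They also argue against RNA released by other cells, since such a pair was found in 0.140% of the pool's thinned B cells. A difference between the captures, the genotypes in the pool and the diet stay open, and no biological explanation was tested.

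In genes outside the paper's pathways, 9 genes of lipid-associated macrophages were compared in KCs of the HFHC pool and of the NCD library. Their median log2 ratio was 1.89 (100th percentile of random lists). Lpl did not differ, at 0.0101, and the others were higher in the pool. The list held Gpnmb, Itgax, Cd9 and Trem2, which also served to name MoMFs. MoMFs like those of the MoMF cluster, within the KC clusters, would raise each gene by the same share of its level in MoMFs. The rise had a median of 13.5% of the MoMF level and ran from 0.807% to 51.7%. It lay above that of Ccr2 and Cx3cr1, at 4.30% and 6.77%, for 7 of the 9 genes. The counting interval of Ccr2 and Cx3cr1 reached up to 7.86%, and 5 of the 9 genes lay above that with the lower end of their own. MoMFs with the levels of the MoMF cluster are therefore argued against as the whole cause. A share of them in the KC clusters stays open, since Ccr2 and Cx3cr1 rose too, by 2.85 and 2.85 (log2). MoMFs with lower Ccr2 and Cx3cr1 were not tested and stay open as well. Without integration, 311 of the pool's KCs lay in an unnamed cluster that scored 2.09 for KCs and 1.24 for MoMFs. RNA released by other cells is argued against by a median ratio of 14.8 of the level in KCs to that in B cells of the pool, although Fabp5 was at 0.874 of the B cell level. A change of KCs with the HFHC diet may contribute and remains a hypothesis, because diet, capture and genotypes differ together between these libraries.

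Also outside the paper's pathways, the 20 genes of the dissociation list were higher in KCs of the HFHC pool, with a median log2 ratio of 1.09, and in monocytes, with 1.01. A difference between the captures that reaches other cell types was tested, and the values it needs are there. The lowest median of this list among T cells, B cells and endothelial cells was 1.41, above its value in KCs. The diet stays open beside the capture, since these cannot be told apart with 1 library each.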

How the results depend on the processing

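The settings strict limits, mixed clusters kept, intermediate cluster as MoMFs and, for the shares and lists, no upper limit on genes were chosen only after seeing the data. Over 19 settings, 894 alternative values were set beside 91 main values. Of these, 705 kept their side of the random range or stayed within the counting interval, 61 lost and 53 gained a place outside the range, 51 moved beyond the interval and 24 changed the sign of a main value outside the range. Another 90 of the 705 and 9 of the 53 changed the sign of a main value within it, so that 123 values changed sign. The 705 also hold 54 GSVA scores, which have no random range. In 102 of the 705 the place could not have changed: 55 are of scaling by the median of gene ratios, which leaves places among random lists as they are, and 47 of settings that leave the cells compared as they were. No paired analysis was possible because each condition has 1 library. Without integration there was no cluster of MoMFs, so that setting gives no ratio in or against MoMFs. KCs were a smaller share in the HFHC pool than in the NCD library under all 9 alternatives run for the shares, of which the intermediate cluster leaves KCs as they were. The glycolysis list in KCs lay above the random range in all 13 alternatives that could change its place, between 0.25 and 0.54 (log2), and the apoptosis list in KCs stayed within it in all 12, between -0.17 and 0.014. GSVA scores have no random range, and put glycolysis in KCs of the pool higher by 0.63 and apoptosis lower by 0.16. For the values below the cause was not tested, except where the setting itself gives it.

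Without integration, and with log-normalization in place of SCTransform, KCs made up 85.8% of the NCD library's 3 classes and 10.9% of the pool's. MoMFs made up 0.0% and 0.0%, and the pool's monocytes 89.1%. This left out an unnamed cluster of 386 cells of the pool that scored highest for KCs but also for MoMFs, and whose cells were 311 KCs and 55 MoMFs with integration. Counted as KCs, it put KCs at 42.2%. It also left out an unnamed cluster of 80 NCD cells and 1 cell of the pool that scored highest for MoMFs, at 0.44, with which NCD MoMFs were 2.48%. Between diets the cell cycle was then at 1.20 in KCs and -0.19 in monocytes, DNA replication in KCs at 0.74, the lysosome in KCs at 0.030 and oxidative phosphorylation in KCs at 0.21.

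At resolutions of 1.0 and 0.3, KCs were 87.8% and 50.3%, and monocytes 9.63% and 38.9%. This left out an unnamed cluster that scored highest for monocytes, with which KCs were 83.5% and 35.2%, and monocytes 14.0% and 57.2%. Glycolysis was at 0.29 in MoMFs between diets, and in monocytes over MoMFs at 0.74 in the NCD library and 0.56 in the pool.

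With classes from each cell's own marker UMIs, KCs were 85.4% and 40.8%, and monocytes 11.4% and 47.7%. Between diets, glycolysis in MoMFs was at -0.034, oxidative phosphorylation in MoMFs at -0.15, and the lysosome at 0.12 in KCs and 0.35 in MoMFs. In the NCD library, KCs over MoMFs were at -0.80 for glycolysis, -0.16 for oxidative phosphorylation and -0.035 for the TCA cycle. Monocytes over MoMFs were at 0.075 for glycolysis in the NCD library and 0.28 in the pool, and the cell cycle of the pool's KCs over MoMFs was at -0.23.

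With a mitochondrial limit of 10%, KCs were 81.1% and 31.2%, and monocytes 15.6% and 58.5%. The cell cycle was at -0.22 in KCs between diets and at 0.64 in NCD monocytes over MoMFs, and Chil1 was at 59.6 CPM in the NCD library. With called doublets removed, KCs were 81.8% and 32.3%, and MoMFs of the NCD library 3.44%. The cell cycle of NCD monocytes over MoMFs was at 0.68. Chil1 was at 47.3 CPM in the NCD library, and neutrophils held 96.4% of its UMIs there and 85.3% in the pool. With no filter on cells, Chil1 was at 46.7 CPM in the NCD library and 3.52 CPM in the pool.

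With strict limits, KCs were 87.7% and 49.2%, monocytes 9.48% and 38.3%, and MoMFs of the pool 12.5%. With the unnamed cluster that scored highest for monocytes, KCs were 83.5% and 34.8%, monocytes 13.8% and 56.4%, and MoMFs of the pool 8.86%. Over MoMFs, glycolysis was at 0.36 in the pool's KCs, 0.26 in its monocytes and 0.70 in NCD monocytes, and the cell cycle at -0.23 in the pool's KCs. With mixed clusters kept, KCs were 86.2% and 43.7%, and monocytes 11.5% and 47.7%. The lysosome was at 0.10 and oxidative phosphorylation at 0.0021 in KCs between diets. Over MoMFs, the pool's KCs were at 0.25 for glycolysis and -0.096 for the cell cycle.

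With the intermediate cluster counted as MoMFs, MoMFs were 7.86% and 37.8%, and monocytes 8.79% and 26.5%. Between diets, MoMFs were at 0.26 for the lysosome, -0.21 for glycolysis and -0.16 for oxidative phosphorylation. KCs over MoMFs were at -0.86 for glycolysis, -0.26 for oxidative phosphorylation and -0.072 for the TCA cycle in the NCD library, and at -0.54 for glycolysis and -0.17 for the cell cycle in the pool. Monocytes over MoMFs were at -0.74 for glycolysis, -0.19 for oxidative phosphorylation and 0.57 for the cell cycle in the NCD library, and at -0.33 for glycolysis and -0.11 for oxidative phosphorylation in the pool.

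With no upper limit on genes, KCs of the pool were 43.6% and its monocytes 46.9%. The cell cycle was at 0.78 and DNA replication at 0.23 in KCs between diets, the lysosome at 0.27 in MoMFs, and the cell cycle of the pool's KCs over MoMFs at 1.33. The cluster of KCs led by cell cycle genes then held 51 cells of the pool in place of 12, and 57 cells of the NCD library in place of 52.

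With thinned cells, fewer genes had enough UMIs. Oxidative phosphorylation in MoMFs was at -0.31, DNA replication in KCs at 0.086 and the lysosome in KCs at 0.094 between diets, and the cell cycle of the pool's monocytes over MoMFs at 0.82. With at least 20 UMIs, glycolysis in MoMFs was at 0.10 between diets, and the cell cycle of KCs over MoMFs at -0.58 in the NCD library and -0.18 in the pool. With the mean of the list, glycolysis in MoMFs was at 0.35, the lysosome in MoMFs at 0.36 and the cell cycle of the pool's KCs over MoMFs at -0.17. With Reactome lists, the lysosome in KCs was at -0.23, glycolysis in MoMFs at 0.31 and the cell cycle of the pool's KCs over MoMFs at -0.057. The other genes of KEGG's map put glycolysis in MoMFs at 0.28, and GSVA scores put it at -0.064.

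Across KCs with no thinning, rho was 0.763 for glycolysis and apoptosis and 0.776 for the TCA cycle and apoptosis in the pool, and 0.826 for oxidative phosphorylation and apoptosis in the NCD library. Thinned to 1000 UMIs, glycolysis and apoptosis were at -0.0329 in the NCD library, and the TCA cycle and apoptosis at 0.0543 in the pool.

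Depth limits the MoMF values most. With 310936 UMIs in 90 MoMFs of the NCD library, 2052 genes had enough UMIs for the comparison of diets in MoMFs, against 8875 in KCs and 6014 in monocytes.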

Differences from the paper's values

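The settings strict limits, mixed clusters kept, intermediate cluster as MoMFs and no upper limit on genes were chosen only after the values were seen. In the paper the HFHC shares are of WT mice alone, whereas those here are of the pool of WT and Chi3l1-/- mice.

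MoMFs made up 2.78% of the 3 classes in the NCD library, against the paper's about 5% in Figure 4D, read by eye. Of the alternatives set before the data were examined, removal of called doublets comes within 1.5 times, at 3.44%. No integration at 0.0%, resolutions of 1.0 and 0.3 at 2.58%, classes per cell at 3.28% and a mitochondrial limit of 10% at 3.24% do not. No integration left out an unnamed cluster that scored highest for MoMFs, with which it gives 2.48%. Nor does the intermediate cluster counted as MoMFs, chosen after seeing the values, at 7.86%.

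Monocytes made up 13.9% in the NCD library, against the paper's about 8% in Figure 4D, read by eye. Of the alternatives set before the data were examined, resolutions of 1.0 and 0.3 at 9.63% and classes per cell at 11.4% come within 1.5 times. No integration at 14.2%, a mitochondrial limit of 10% at 15.6% and removal of called doublets at 14.8% do not. Strict limits at 9.48%, mixed clusters kept at 11.5% and the intermediate cluster counted as MoMFs at 8.79% come within it too, all chosen after seeing the values. The values of other resolutions and of strict limits leave out an unnamed cluster that scored highest for monocytes. Counted as monocytes, it brings them to 14.0% and 13.8%, which do not come within it.

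MoMFs made up 9.89% in the HFHC pool, against the paper's about 30% in Figure 4D, read by eye. None of the alternatives set before the data were examined comes within 1.5 times. They gave 0.0% without integration, 10.8% at other resolutions, 11.6% with classes per cell, 10.4% with a mitochondrial limit of 10% and 11.5% with doublets removed. The intermediate cluster counted as MoMFs, chosen after seeing the values, comes within it at 37.8%.

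Monocytes made up 54.4% in the HFHC pool, against the paper's about 28% in Figure 4D, read by eye. Of the alternatives set before the data were examined, resolutions of 1.0 and 0.3 at 38.9% come within 1.5 times. No integration at 89.1%, classes per cell at 47.7%, a mitochondrial limit of 10% at 58.5% and doublets removed at 56.2% do not. Strict limits at 38.3% and the intermediate cluster counted as MoMFs at 26.5%, both chosen after seeing the values, come within it. The values of other resolutions and of strict limits leave out an unnamed cluster that scored highest for monocytes. Counted as monocytes, it brings them to 57.2% and 56.4%, which do not come within it. In the figure MoMFs are the larger class of the HFHC diet beside monocytes, whereas here monocytes were larger. That order rests on the intermediate cluster and turned with it, at 37.8% MoMFs and 26.5% monocytes.

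The paper's 23312 cells of the NCD library are reached by strict limits and by 1 other of the 12 readings of the filter, with genes in at least 4 cells, the minimum excluded and the maxima included, both chosen after seeing the values. The pool kept 19625 cells, 1.47 times the paper's 13380 of both genotypes.

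The paper has phagocytosis-related pathways up in KCs and MoMFs on the HFHC diet. Here phagocytosis and efferocytosis was at -0.014 in KCs and 0.025 in MoMFs, within the random range under all 12 alternatives that could change its place in KCs and all 11 in MoMFs. GSVA scores, which have no random range, were higher in the pool by 0.0020 in KCs and 0.37 in MoMFs. The lysosome list was above that range in KCs and within it in MoMFs, at 0.12. In MoMFs it was above the range with classes per cell at 0.35, with the mean of the list at 0.36 and, chosen after seeing the values, with no upper limit on genes at 0.27 and the intermediate cluster counted as MoMFs at 0.26. GSVA scores of that list were higher in the pool's MoMFs by 0.82.

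The paper has pathways of cell death up in KCs on the HFHC diet. Here the apoptosis list in KCs was at -0.13 (log2), necroptosis at 0.12, ferroptosis at 0.094 and neutrophil extracellular trap formation at -0.18, none of them outside the random range. Necroptosis was above that range with classes per cell at 0.18, a mitochondrial limit of 10% at 0.23 and the mean of the list at 0.24. Ferroptosis was above it with thinned cells at 0.18, the mean of the list at 0.24 and, chosen after seeing the values, mixed clusters kept at 0.20. No alternative put apoptosis above it. GSVA scores, which have no random range, were higher in the pool by 0.56 for necroptosis and 0.094 for ferroptosis, and lower by 0.16 for apoptosis.

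The paper has proliferation up in MoMFs and monocytes on the HFHC diet and not in KCs. Here the cell cycle was at -0.26 in MoMFs, over 3 genes, and at -0.12 in monocytes, and no alternative put either above the random range. GSVA scores were lower in the pool by 0.16 in MoMFs and higher by 0.010 in monocytes. MoMFs were at 0.062 with the intermediate cluster counted among them, chosen after seeing the values. In KCs it was at -0.11, with 1.20 without integration and 0.78 with no upper limit on genes.

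The paper has cell death up in monocytes on the HFHC diet. Here ferroptosis at 0.29 and necroptosis at 0.20 were above the random range in monocytes, while neutrophil extracellular trap formation was within it at -0.093. The apoptosis list was at -0.032 and within the random range under all 12 alternatives that could change its place there. GSVA scores of apoptosis were higher in the pool by 0.011.

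The paper has glucose metabolism higher in KCs than in MoMFs. Of 4 lists in the NCD library, oxidative phosphorylation and the TCA cycle were above the random range, at 0.26 and 0.18, and glycolysis was at -0.16. In the HFHC pool none of the 4 was above it, with glycolysis at 0.084. Strict limits at 0.36 and mixed clusters kept at 0.25, both chosen after seeing the values, put glycolysis of the pool's KCs above it. The TCA cycle of the pool's KCs was above it with a mitochondrial limit of 10% at 0.21, doublets removed at 0.23 and at least 20 UMIs at 0.13, and, chosen after seeing the values, with strict limits at 0.17 and mixed clusters kept at 0.34. Oxidative phosphorylation of the pool's KCs was above it at resolutions of 1.0 and 0.3 at 0.057, and, chosen after seeing the values, with no upper limit on genes at 0.12 and mixed clusters kept at 0.12. With classes per cell it was below the range at -0.22. GSVA scores, which have no random range, have the paper's direction in both libraries for glycolysis, higher in KCs by 0.12 in the NCD library and 0.81 in the pool, for oxidative phosphorylation, by 0.83 and 0.24, and for the TCA cycle, by 0.95 and 0.40. For the pentose phosphate pathway they differed by 0.14 and -0.11. With the intermediate cluster counted as MoMFs, chosen after seeing the values, glycolysis was below the range at -0.86 and -0.54 and oxidative phosphorylation at -0.26 and -0.21. Between diets oxidative phosphorylation was lower in KCs of the pool, at -0.14.

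The paper has glucose metabolism and cell death pathways correlated by their GSVA scores, and the heading of that section names KCs. Here the UMIs of lists were correlated across single KCs, in place of GSVA scores. Glycolysis and apoptosis were at -0.0126 in the NCD library and -0.0629 in the pool once each cell was thinned. With no thinning they were at 0.781 and 0.763, against 0.774 to 0.818 and 0.767 to 0.832 for random lists of like expression. Of the 16 thinned pairs, 2 of the NCD library lay above the random range and 5 below, and in the pool 0 and 2. Those above were ferroptosis with oxidative phosphorylation, at 0.0985, and with glycolysis, at 0.0932. A relation of glycolysis and apoptosis no closer than that within these lists would hardly have been detectable in the NCD library.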

Other observations

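The tests of the 4 genes Ddit4, Klf9, Tsc22d3 and Fkbp5, of Chil1 and of the lists were chosen before their results were seen, and that of the filter was changed afterwards. The clock and glucocorticoid tests met the condition set beforehand for ruling these explanations out, and were left undecided only after their values were seen. The tests of a shift of all genes and of tissue dissociation met it too, and were set aside afterwards because their outcomes were fixed.

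Chil1, the mouse gene of Chi3l1, had 2443 UMIs in the kept cells of the NCD library, at 49.3 CPM, and 232 in those of the HFHC pool, at 4.46 CPM. Neutrophils held 89.6% (95% CI 88.4 to 90.8%) of these UMIs in the NCD library and 79.7% (74.0 to 84.7%) in the pool. Chil1 fell 11.1-fold between the libraries and the neutrophils' share of UMIs 4.59-fold, so that Chil1 fell 2.41 times more than fewer neutrophils in the pool would give, which argues against them as the whole cause. Within neutrophils it fell from 597 CPM (572 to 622) to 220 CPM (190 to 254), a log2 ratio of -1.43, and lay at the 0.0th percentile of 200 genes of like level, of which none was lower. Chi3l1-/- cells in the pool could lower Chil1 in this way, and that value is one this explanation needs. A change of Chil1 with the diet stays open, since no cell was assigned to a genotype. A Chil1 UMI was found in 36.4% and 16.1% of neutrophils, at median depths of 1021 and 2143 UMIs, and in 1.55% and 0.235% of B cells, at 1333 and 2643.5 UMIs.

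The smaller share of KCs in the HFHC pool could come from KCs lost by the filter on cells. With all 1976 cells that the filter left out of the pool counted as KCs, and none of the NCD library's added, KCs would make up 77.2% (75.7 to 78.7%) of the pool's 3 classes, against 83.4% (82.0 to 84.6%) in the NCD library. KCs lost from the pool by the filter are therefore argued against as the whole cause, while a part of the fall stays open to them. With only the 738 of these cells that held at least 2 UMIs of the 4 KC genes, counted without thinning, the pool's share would be 61.8%.

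For the glycolysis list in KCs, its place at the 100.0th percentile of random lists is the result itself, and CPM scaling takes out a shift of all genes between the libraries beforehand, so that nothing is decided on such a shift. A difference between the libraries that also reaches B cells and endothelial cells stays open. For the apoptosis list in KCs, at -0.13, there was no rise that RNA induced by tissue dissociation would have to account for, so that the dissociation list, at 1.09, decides nothing there. The correlation of glycolysis and apoptosis across KCs with all UMIs could come from the depth of the cells, since it was -0.0126 in the NCD library after thinning.

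Ddit4, Klf9, Tsc22d3 and Fkbp5, genes that glucocorticoids induce, were lower in the HFHC pool, with a median log2 ratio of -2.91 in KCs and -2.14 in monocytes. They were lower in 11 of 11 pairs of gene and type in T cells, B cells and endothelial cells too, with a median of -1.38, which argues against RNA or cells peculiar to the macrophage classes. Mice of the 2 libraries killed at other times of day may differ in such genes. The clock lists of the phases of Dbp and Arntl lay outside the random range on opposite sides in 0 of 4 types (KCs, T cells, B cells and endothelial cells), and B cells had too few UMIs for the list of Arntl. Another candidate explanation is a lower glucocorticoid response in the pool, and other glucocorticoid-induced genes lay below the random range in 1 of these 4 types, endothelial cells, at -0.58. Outside this count they lay below it in monocytes too, at -0.37 (1.94th percentile), and within it in MoMFs, at -0.16 (41.5th). Time of day, glucocorticoid response and library cannot be told apart here, because these lists hold only 3 to 9 genes.

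Of the genes with the highest and lowest ratios in KCs, MoMFs and monocytes that had enough UMIs in T cells, B cells or endothelial cells, 79.2% moved the same way there. A difference between the 2 libraries that reaches other cell types may thus account for most of these genes, Rps19, Gnb2, Gm9844 and BC037034 among them.

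Values that belong to no claim are these. In KCs between diets, apoptosis inhibitors were at 0.13 (81.2nd percentile) and glucose transporters at -0.47 (39.5th). The pro-apoptotic genes of Figure 5B were at -0.17 (17.1st) in KCs and -0.24 (5.81st) in monocytes, and its repressors at 0.086 (67.6th) in KCs. Hepatocyte genes were at -0.73 in KCs and -0.52 in monocytes, each at the 0.0th percentile. Genes of lipid-associated macrophages were at 2.12 in MoMFs (100th) and -0.058 in monocytes (40.1st). In monocytes, oxidative phosphorylation was at -0.12 (2.83rd), the TCA cycle at 0.068 (72.9th) and the pentose phosphate pathway at 0.20 (93.4th). In the monocyte cluster that also carried MoMF markers, Gpnmb was at 107 CPM in the NCD library and 324 CPM in the pool, and Itgax at 521 and 440 CPM. Ly6c2 was there at 1351 and 1015 CPM, against 16.1 and 21.2 CPM in MoMFs. C1qa was at 64.8 and 103 CPM, against 730 and 1454 CPM, and Trem2 at 82.0 and 57.5 CPM, against 289 and 516 CPM. By Ly6c2, C1qa and Trem2 this cluster was nearer to the other monocyte clusters than to MoMFs, while its Gpnmb and Itgax were above those clusters.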
